# The extra-terminal domain drives the role of BET proteins in transcription

**DOI:** 10.1093/nar/gkag717

**Published:** 2026-07-16

**Authors:** Iwona Pasionek, John B Ridenour, Agnieszka Machowska, Magdalena Donczew, Michael T Kinter, Kevin A Boyd, Rafal Donczew

## Abstract

BET proteins facilitate the transcription of most eukaryotic genes, yet the specific mechanisms underlying their function remain incompletely understood. As chromatin readers, BET proteins use tandem bromodomains to recognize acetylated lysine residues on histones and other protein partners. However, recent evidence indicates that bromodomain activity alone does not account for the full spectrum of BET protein functions, underscoring the importance of additional conserved domains. Here, we systematically evaluated all conserved domains of BET proteins and identified the extra-terminal (ET) domain as essential for cell viability, genome-wide transcription, and BET chromatin occupancy. Moreover, we demonstrate that the ET domain exerts these effects by acting as a central hub for interactions with multiple transcriptional regulators. Our findings advance the current understanding of BET protein biology and reveal potential mechanisms by which cells can evade bromodomain inhibition under pathological conditions.

## Introduction

Bromodomains (BDs) are reader modules that recognize acetylated lysine residues on histones and other protein targets [1]. Members of the bromodomain and extra-terminal domain (BET) family are conserved chromatin readers that play central roles in transcription regulation [2–5]. Consistent with this function, BET proteins have been implicated in sustaining pathological transcriptional programs across various human diseases [6, 7]. Pharmacological inhibition of BET bromodomains represents a promising therapeutic strategy for cancer and other disorders; however, resistance to BD inhibitors frequently emerges, highlighting the need for alternative approaches to target BET proteins [8–12]. However, a comprehensive model describing how BET proteins regulate transcription remains elusive.

All three mammalian BET proteins expressed in somatic tissues (BRD2, BRD3, and BRD4) contribute to gene transcription, but BRD4 functions as the dominant BET factor, with primary roles in transcription elongation [3–5, 13, 14]. Budding yeast encode two BET proteins (Bdf1 and Bdf2, referred to here as Bdf1/2), at least one of which is required for viability. Bdf1/2 make overlapping contributions to transcription; however, similar to BRD4 in mammalian cells, yeast cells rely predominantly on Bdf1 [2, 15]. Mechanistically, Bdf1/2 support both the initiation and elongation phases of transcription [2]. Notably, mammalian BET proteins have also been implicated in transcription initiation, indicating that BET-dependent transcriptional functions are broadly conserved across eukaryotic lineages [4, 14, 16].

According to the canonical model, the tandem BDs serve as the primary module supporting BET protein function [1, 8, 17]. The multiply acetylated N-terminal tail of histone H4 is a preferred target of most BET BDs, including both BDs of Bdf1 [14, 18, 19]. However, we previously showed that rapid depletion of H4 acetylation results in only an ∼50% reduction in Bdf1 chromatin occupancy [2]. Consistent with this observation, yeast cells remain viable in the absence of acetylated residues on the H4 tail [20]; Bdf1 is recruited to immobilized promoter DNA even in the absence of nucleosomes [15, 21]; a Bdf1 mutant with inactivated BDs suppresses the temperature sensitivity caused by *BDF1* deletion [18]; and chemical inhibition of BET BDs in mammalian cells neither fully displaces BET proteins from chromatin nor abolishes their function [4, 5, 16, 22]. Together, these findings indicate that BET-mediated transcriptional regulation involves additional, yet poorly understood, mechanisms that do not depend on BD activity.

BET proteins exhibit a modular architecture composed of conserved structured regions [BDs, motif B, and the extra-terminal (ET) domain] and conserved unstructured regions [the N- and C-terminal phosphorylation sites (NPS and CPS) and the basic interaction domain (BID)], interspersed with additional unstructured regions lacking sequence conservation (Fig. 1A). Although the functions of non-BD domains have not been comprehensively examined, existing evidence suggests that they play important roles. For instance, the ET domain of mammalian BET proteins serves as an interaction hub for multiple protein partners [17, 23–25], and these interactions have been proposed to contribute to BRD4-mediated transcriptional regulation, BRD4 chromatin recruitment, and the survival of certain cancer cell lines [22, 23, 26–29]. However, the *in vivo* significance of the ET domain for BET protein function remains unresolved. In addition, phosphorylation within the NPS and CPS regions has been implicated in enhancing BET association with chromatin and protein partners [10, 11, 30]. Finally, motif B and the BID have been biochemically shown to promote BET protein dimerization [31].

Here, we delineated the contributions of the conserved domains of BET proteins to cell viability, transcription, BET chromatin association, and the recruitment and/or maintenance of partner proteins. Our key findings establish the ET domain as essential for BET protein function in living cells and enable us to propose a revised model of BET-mediated transcriptional regulation.

## Materials and methods

### Yeast cell growth

All *Saccharomyces cerevisiae* and *Schizosaccharomyces pombe* strains used in this study are listed in Supplementary Table S2. For strain construction, *S. cerevisiae* strains were grown in YPD medium (1% yeast extract, 2% peptone, 2% glucose, 20 μg/ml adenine sulfate) or in synthetic complete (SC) media (0.17% yeast nitrogen base without ammonium sulfate or amino acids [BD Difco], 0.5% ammonium sulfate, 40 μg/ml adenine sulfate, 0.6 mg/ml amino acid dropout mix, supplemented with 2 μg/ml uracil and 0.01% other amino acids to complement auxotrophic markers) at 30°C. Standard amino acid dropout mix contains 2 g each of Tyr, Ser, Val, Ile, Phe, Asp, and Pro and 4 g each of Arg, Thr, Lys, and Met. 1.5% Bacto-agar (BD Difco) was added to medium as required for growth on solid media. For complementation assays, *S. cerevisiae* strains were grown in SC medium lacking Leu to select for cells carrying a minichromosomal plasmid with *BDF1* variants and plated onto medium containing 5-fluoroorotic acid (5-FOA) to shuffle out the wild-type *BDF1* plasmid carrying the *URA3* marker. For genomic and growth assays, *S. cerevisiae* cells were grown in YPD medium at 30°C with shaking. *Schizosaccharomyces pombe* cells were grown in YE medium (0.5% yeast extract, 3% glucose) at 30°C with shaking. In experiments involving degron-mediated depletion of target proteins, cells were treated with 1 mM IAA dissolved in DMSO, or with DMSO alone, for 25 min or 3 h to induce protein degradation, followed by protocol-specific steps. For SLAM-seq and ChEC-seq experiments, *S. cerevisiae* cells were collected between an OD_600_ of 0.5 and 0.7, and *S. pombe* cells were collected at an OD_600_ of 1.0. For growth assays, cells were grown from an OD_600_ of 0.0001–0.0005 for 15 h with or without addition of IAA or DMSO. A minimum of five biological replicates were collected for growth assays using strains expressing *BDF1* variants from a minichromosomal plasmid. Three biological replicates were collected for all other experiments unless otherwise indicated.

### Plasmid and strain construction

Plasmids and *S. cerevisiae* strains were constructed using standard methods and are described in Supplementary Tables S1 and S2, respectively. Previously described plasmids or strains were used as indicated [32–35]. Proteins were chromosomally tagged by yeast transformation and homologous recombination of PCR-amplified DNA. For ChEC-seq experiments, proteins were tagged with 3xFLAG-MNase::TRP1 or 3×FLAG-MNase::HYG using pGZ110 [32] or pMD75 (this work) plasmids, respectively.

### ET domain overexpression

The gene fragment encoding the Bdf1 ET domain was cloned into the pMD1 plasmid under the control of the *GPM1* promoter and the *BDF1* terminator and placed in frame with the *RPL25* nuclear localization signal and a 3×V5 epitope. The resulting plasmid pJR15 was integrated into the *TRP1* locus of strain RDY73 (Bdf1/2-AID) to generate strain RDY388.

### Western blot analysis

A 1 ml fraction of culture was collected and pelleted from strains after treatment with IAA or DMSO, washed with 500 μl water, and resuspended in 100 μl of yeast whole cell extract buffer (60 mM Tris–HCl [pH 6.8], 10% glycerol, 2% SDS, 5% 2-mercaptoethanol, 0.0025% bromophenol blue). After heating at 95°C for 5 min, samples were centrifuged at 21 000 × *g* for 5 min and analyzed by sodium dodecyl sulfate–polyacrylamide gel electrophoresis and western blot. Protein signals were visualized using the Odyssey DLx scanner (Li-Cor) and quantified using the Odyssey Empiria Studio program (Li-Cor). Fluorescent signal from total protein staining (Li-Cor Total Protein Stain workflow) was used to normalize signals for target proteins.

### SLAM-seq

SLAM-seq was performed as previously described [36]. Briefly, following DMSO or IAA treatment, *S. cerevisiae* cultures were treated with 5 mM 4-thiouracil (4tU) in DMSO or with DMSO alone for 4 min. Cells were immediately fixed in cold methanol on dry ice and stored at −80°C. The OD_600_ at the time of collection was ∼0.7. *Schizosaccharomyces pombe* cultures were treated with 4tU and collected using the same procedure. Three biological replicates were collected for all experiments. RNA purification and DNase I treatment were performed using the Quick-RNA Fungal/Bacterial Miniprep kit (Zymo Research) according to the manufacturer’s recommendations under reducing conditions, as described. Five micrograms of total RNA was used for alkylation. A total of 200 ng of alkylated RNA was used to construct 3′ mRNA sequencing libraries. Libraries were sequenced on a NovaSeq 6000 (Illumina) at the Oklahoma Medical Research Foundation (OMRF) Clinical Genomics Center (Oklahoma City, OK, USA).

### SLAM-seq data analysis

Data (paired-end 150 bp reads) were analyzed as previously described [36]. Preprocessing and processing steps were implemented as a Snakemake workflow (https://github.com/DonczewLab/SLAM-Seq_Analysis). Briefly, reads were preprocessed using fastp (version 0.23.2) [37] and bbduk (BBMap version 39.06) (https://sourceforge.net/projects/bbmap/). Reads were then aligned and processed using SLAM-DUNK (version 0.4.3) [38]. Total read counts were defined as the number of reads remaining after alignment and filtering in SLAM-DUNK. T > C read counts were defined as the number of reads containing ≥ 2 T > C conversions. 

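Files were at hand for the 25 min depletion of the strains with and without a BDF1 variant, and not for the overexpression of the ET domain. At least 1 T>C read in every library at hand was found for 2751 of the 6465 genes in the deposited counts. Counted only over the DMSO libraries of the 12 strains of Fig. 2A, a rule chosen after the data were seen, the same minimum left 4836 genes.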

Genes with zero T > C read counts in one or more replicate samples among all 25 min depletion experiments were excluded. Normalization and differential expression analyses were performed on T > C read counts using DESeq2 (version 1.38.3) [39]. 

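The part of Supplementary Table S3B that was available held 1456 genes in 49 libraries. There, the paper's normalized values matched the T>C read count multiplied by 10000000 and divided by the total reads of the library. The match was taken as 1 ratio per library, which ran from 0.999878 to 1.000032. Size factors that DESeq2's median-of-ratios method gives for the total reads differ from such library totals. Relative to the library total, the size factor of Bdf1/2-AID was 0.959 ± 0.034 (SD, n = 3) in DMSO and 0.454 ± 0.024 (SD, n = 3) in IAA. In the strain with an unmodified additional BDF1 copy (WT), it was 1.08 ± 0.20 (SD, n = 6) in DMSO and 1.00 ± 0.23 (SD, n = 6) in IAA. Divided by library totals, the total reads of the median gene changed by −1.09 on the log2 scale on IAA in Bdf1/2-AID (SD between IAA libraries 0.074, n = 3) and by −0.073 in WT (SD 0.35, n = 6). The 100 most abundant genes of Bdf1/2-AID took 58.8% ± 0.8 of reads (SD, n = 3) in DMSO and 65.2% ± 1.3 (SD, n = 3) in IAA. A comparison of 3 libraries with 3 cannot give an exact two-sided permutation p under 0.1.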

Normalization factors were calculated using total read counts for 25 min depletion experiments. Because large changes in total read counts were expected after 3 h depletion, spike-in read counts were used for normalization in those experiments. Genes that did not meet DESeq2 criteria for fold-change and/or *P*-value calculation were excluded from downstream analyses.

### ChEC-seq

ChEC-seq was performed as previously described with minor modifications [2, 40, 41]. Briefly, 50 ml *S. cerevisiae* cultures were pelleted at 2000 × *g* for 3 min. Cells were resuspended in 1 ml of Buffer A (15 mM Tris−HCl [pH 7.5], 80 mM KCl, 0.1 mM EGTA, 0.2 mM spermine [Millipore Sigma], 0.3 mM spermidine [Millipore Sigma], 1× protease inhibitors [2 μg/ml aprotinin, 1 μg/ml pepstatin A, 1 μg/ml leupeptin, 2 mM PMSF]), transferred to a 1.5 ml microcentrifuge tube, and pelleted at 1500 × *g* for 30 s. Cells were washed twice with 1 ml of Buffer A and resuspended in 570 μl of Buffer A. Thirty microliters of 2% digitonin (Millipore Sigma) was added to a final concentration of 0.1%, and cells were permeabilized for 5 min at 30°C with shaking (900 rpm). Samples were incubated with 0.2 mM CaCl_2_ for 5 min at 30°C with shaking. A 100 μl fraction of the suspension was mixed with 100 μl of Stop Solution (400 mM NaCl, 20 mM EDTA, 4 mM EGTA). Samples were then incubated with 0.4 mg/ml proteinase K (Thermo Fisher Scientific) for 30 min at 55°C. DNA was purified using the ChIP DNA Clean and Concentrator kit (Zymo Research) and eluted in 30 μl of elution buffer. Samples were treated with 0.3 mg/ml RNase A (Thermo Fisher Scientific) for 20 min at 37°C. Thirty microliters of Sera-Mag Speedbeads (Cytiva), prepared as described (dx.doi.org/10.17504/protocols.io.x54v9p7b1g3e/v2), were added, and samples were incubated for 10 min at room temperature. Supernatants were transferred to a new tube, and the volume was adjusted to 175 μl (10 mM Tris–HCl, pH 8.0). DNA was purified again using the ChIP DNA Clean and Concentrator kit and eluted in 30 μl of Elution Buffer. Libraries were prepared using the Next Ultra II DNA Library Prep kit (New England Biolabs) as described [42] and sequenced on a NovaSeq 6000 at the OMRF Clinical Genomics Center.

### ChEC-seq data analysis

Data (paired-end 150 bp reads) were analyzed as previously described with minor modifications [2], [40]. Initial preprocessing and processing steps were implemented as a Snakemake workflow (https://github.com/DonczewLab/ChEC-Seq_Analysis). Briefly, reads were preprocessed using bbduk (BBMap version 39.06) (https://sourceforge.net/projects/bbmap/) and aligned using Bowtie 2 (version 2.5.0) [43]. BAM files were generated, sorted, and indexed using Samtools (version 1.18) [44]. Genome coverage was calculated and normalized by counts per million (CPM) using deepTools2 (version 3.5.4) [45]. Average genome coverage across replicates was calculated using BEDTools (version 2.30.0) [46] and bedGraphToBigWig [47]. SAM files for *S. cerevisiae* were converted to tag directories using the HOMER [48] “makeTagDirectory” tool. Peaks were called using the HOMER “findPeaks” tool with optional arguments set to “-o auto -C 0 L 2 F 2,” using the free MNase dataset as a control [2]. These settings apply a default false discovery rate (FDR; 0.1%) and require peaks to be enriched twofold over the control and twofold over the local background. Resulting peak files were converted to BED format using the “pos2bed.pl” program. For each peak, the summit was defined as the midpoint between the peak borders. For promoter assignment, the list of annotated ORF sequences (excluding entries classified as “dubious” or “pseudogene”) was downloaded from the SGD website (https://www.yeastgenome.org). Data for 5888 genes were merged with TSS positions [49]. If TSS annotation was missing, the TSS was manually assigned at −100 bp relative to the start codon. At this stage, biological replicates were averaged for each sample. Peaks were assigned to promoters if their summit was located between −300 and +100 bp relative to the TSS. When more than one peak mapped to a promoter, the peak closest to the TSS was used. Promoters bound in at least two out of four replicate experiments were included in the final list. To quantify log_2_ changes in promoter occupancy, signal per promoter was calculated as the sum of normalized reads within a 200 bp window centered on the promoter peak summit.

### ET-interacting motif discovery

Putative ET-interacting motifs (ETMs) were identified using SLiMSearch (version 4) [50]. The previously described ETMs Φ[+]Φ[+] and (Φ/[+]ΦΦ[+](Φ/[+]), where Φ is M, L, V, I, or F and [+] is K or R [17], were used as input to query the *S. cerevisiae* proteome. ETMs were limited to those present in nuclear proteins based on evidence in AllianceMine [51]. Overlapping and/or adjacent ETMs were collapsed. Metrics related to ETM accessibility (disorder propensity, predicted Local Distance Difference Test [pLDDT] as a measure of flexibility, and relative solvent accessibility [AlphaFold RSA]) were obtained using SLiMSearch. Disorder propensity and AlphaFold RSA were calculated using IUPred2A [52] and AlphaFold RSA [53], respectively. pLDDT and AlphaFold RSA were derived from data available in the AlphaFold Protein Structure Database (https://alphafold.ebi.ac.uk). A moderate AlphaFold RSA score of ≥0.24 was used when defining high-confidence ETMs.

### Structural predictions

Initial folding experiments involving characterized BRD4-interacting peptides and the BRD4 ET domain or the Bdf1 ET domain were performed using a locally installed instance of AlphaFold2 (version 2.3.2) [54, 55]. Experimental structures were obtained from the Protein Data Bank (PDB) [56]. ChimeraX (version 1.10.1) [57] was used to visualize structures and calculate structural similarity and interfacial contacts. Similarity between experimental and predicted structures was calculated as root mean square deviation (RMSD). Contacts were calculated as the number of interfacial residue pairs ≤ 4.0 Å apart with a maximum predicted aligned error (PAE) ≤ 5.0 Å. ETMs in nuclear proteins (*n* = 2418) were folded with the Bdf1 ET domain using two implementations of AlphaFold2: the locally installed AlphaFold2 instance (as above) and ColabFold Batch (version 1.5.5) [58] run on Google Colaboratory. Eight amino acids N-terminal and eight amino acids C-terminal to each ETM were included in folding experiments. Confidence metrics were calculated using the ipSAE program (version 3) [59]. Cutoffs of PAE ≤ 10 Å and distance ≤ 10 Å were used to compute ipSAE scores. Combined ipSAE confidence was calculated as the unweighted *z*-score average (scaled 0–1) across ipSAE scores of the top-ranked AlphaFold2 and ColabFold models. Combined pDockQ2 confidence was calculated as the unweighted *z*-score average (scaled 0–1) across pDockQ2 scores of the top-ranked AlphaFold2 and ColabFold models. The DSSP program (version 4.5.6) [60] was used to assign secondary structure elements (i.e. interfacial β-sheet establishment) in predicted structures. FoldScore was calculated based on conditional interfacial β-sheet establishment across top-ranked AlphaFold2 and ColabFold models: a FoldScore of 1 indicates that interfacial β-sheets with the same orientation were assigned in both models; a FoldScore of 0.5 indicates that interfacial β-sheets with different orientations were assigned in the two models or that an interfacial β-sheet was assigned in only one model; and a FoldScore of 0 indicates that an interfacial β-sheet was not assigned in either model.

### Chromatin mass spectrometry

Chromatin-enriched fractions and whole cell extract were collected using chromatin-enriched fractionation (ChEF) as previously described, with modifications [61]. Briefly, *S. cerevisiae* was grown in 200 ml YPD medium at 30°C with shaking at 220 rpm to an OD_600_ of ∼0.5 and split into two 100 ml cultures. Cultures were treated with IAA or DMSO for 25 min. Cells were pelleted at 2000 × *g* for 3 min, washed once with sterile water, and stored at −80°C. The OD_600_ at the time of collection was ∼0.7. A minimum of five biological replicates were collected. Cells were resuspended in 1 ml ChEF buffer 1 [61] supplemented with 1× phosphatase inhibitors (Apex Biotechnology), 1× deacetylase inhibitors (Apex Biotechnology), and 1× protease inhibitors (see above). Cells were combined with 1.5 ml of disruption beads and processed in a Mini-Beadbeater-24 (Biospec Products) at 3800 rpm for 30 s followed by incubation on ice for 2 min, repeated 10 times. Cell lysate was recovered as previously described [62] and cleared twice by centrifugation at 500 × *g* for 5 min at 4°C. A fraction of the cleared lysate represented whole cell extract. The remaining lysate was processed as described previously [61], except that ChEF buffer 2 was supplemented with 1× phosphatase inhibitors, 1× deacetylase inhibitors, and 1× protease inhibitors. Chromatin-enriched fractions were resuspended in 50 mM Tris–HCl (pH 7.5).

A total of 15 pmoles of bovine serum albumin (BSA) was added to 100 μg of total protein from chromatin-enriched fractions or 200 μg of total protein from whole cell extracts as an internal standard. Samples were processed as previously described [63]. Samples from chromatin-enriched fractions were analyzed using a Q Exactive Plus mass spectrometer system (ThermoFisher Scientific) in data-independent acquisition (DIA) mode with a 20 m/z window. Samples from whole cell extracts were analyzed using an Exploris 480 mass spectrometer system (ThermoFisher Scientific) in DIA mode with a 10 m/z window. Data were analyzed using DIA-NN (version 1.9.2) [64] searching against the *S. cerevisiae* UniProt protein database (downloaded from ENA/EMBL, accession GCA_000146045.2).

### Parallel reaction monitoring mass spectrometry

Whole cell extracts and chromatin-enriched fractions were collected as described above. A total of 14 pmol of BSA was added to 60 μg of total protein from chromatin-enriched fractions or 100 μg of total protein from whole cell extracts as an internal standard. Samples were processed as previously described [63] and analyzed using a Stellar mass spectrometer system (ThermoFisher Scientific) in PRM mode with a resolution of 1.2 Da and a scan rate of 67 kDa/s. Data were processed using Skyline (version 25.1) [65] to identify and integrate chromatographic peaks for a defined set of validated peptides. Retention times were calibrated using BSA and trypsin peptides. Protein abundance was calculated as the geometric mean of a minimum of two monitored peptides normalized to the BSA internal standard and expressed as pmol per 10 µg of total protein.

### Yeast two-hybrid analysis

Yeast two-hybrid experiments were performed using the Matchmaker Gold Y2H system (Takara Bio) based on the manufacturer’s recommendations with modifications. Briefly, the *S. cerevisiae* strain Y2HGold was co-transformed with *TRP1*-marked Gal4-BD and *LEU2*-marked Gal4-AD plasmids, pGBKT7 and pGADT7, respectively. Co-transformed strains were cultured in SC-Leu-Trp medium at 30°C overnight, adjusted to an OD_600_ of 1, and serially diluted tenfold. Five microliters of each dilution was spotted onto SC-Leu-Trp, SC-Leu-Trp-His, or SC-Leu-Trp-His plates. Plates were incubated at 30°C and imaged daily for a minimum of 4 days.

## Results

### The BET protein ET domain is essential for cell survival

Prior yeast genetic studies established that the BDs and NPS/CPS regions of BET proteins contribute to cell viability, but the functional significance of the remaining conserved domains has not been defined [18, 66]. We previously demonstrated that although Bdf1 and Bdf2 have redundant roles in transcription, Bdf1 functions as the dominant BET protein in yeast [2]. Accordingly, we selected Bdf1 as our model BET factor. We generated a comprehensive collection of *BDF1* variants containing deletions or targeted mutations across all conserved BET domains. When previous work suggested functional overlap, we included combinatorial perturbations affecting more than one domain. Because intrinsically disordered regions (IDRs) have been implicated in BRD4 function in mammalian cells, we also constructed a *BDF1* variant with truncations in IDRs that do not overlap with the conserved unstructured NPS, CPS, or BID regions [67]. For the BDs and NPS/CPS regions, we introduced targeted mutations in residues required for BD function or in serine residues with documented phosphorylation, respectively [18, 66]. As a comparison, we also generated a phosphomimetic *BDF1* variant in which all phosphorylated serines were substituted with glutamate. In total, we constructed eighteen *BDF1* variants (Fig. 1B). To facilitate stable expression in yeast cells, we cloned *BDF1* variants or unmodified *BDF1* into a minichromosomal plasmid pRS315 under the control of endogenous *BDF1* promoter and 3′ untranslated region (Supplementary Table S1).

**Figure 1.**
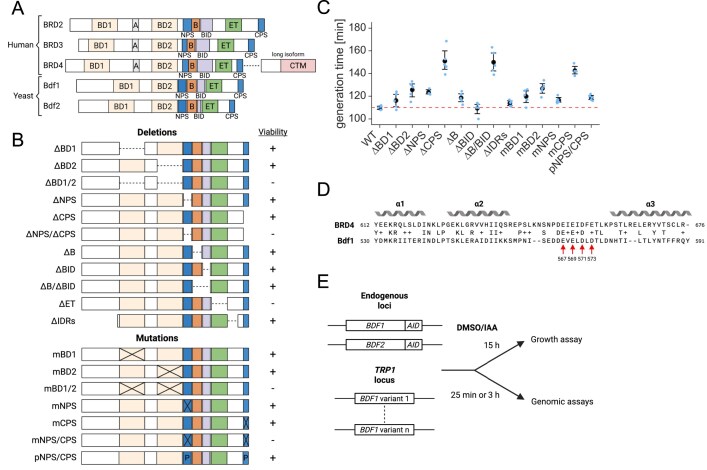
The BET protein ET domain is essential for viability. (**A**) Conserved domain organization of BET proteins. BD—bromodomain, A/B—motifs A/B, BID—basic interaction domain, ET—extra-terminal domain, NPS/CPS—N/C-terminal phosphorylation sites, CTM—C-terminal motif (BRD4 long isoform only). (**B**) *BDF1* variants constructed in this work. Ability to support growth in the absence of endogenous *BDF1/2* is indicated. (**C**) Growth assay comparing the fitness of strains expressing *BDF1* variants from a minichromosomal plasmid to a control strain expressing unmodified *BDF1* (WT) in the context of deletion of endogenous *BDF1/2*. Black markers indicate mean generation time. Error bars represent the 95% confidence intervals (*n* = 4–5). (**D**) Sequence alignment of the ET domain of BRD4 (top) and Bdf1 (bottom). Four conserved acidic residues important for interactions between BRD4 and protein partners are marked. Bdf1 coordinates are shown below the arrows. (**E**) Schematic representation of the experimental strategy for viability and genomic (SLAM-seq and ChEC-seq) assays. Experiments were performed in strains in which endogenous Bdf1/2 carried auxin-inducible degron (AID) tags and unmodified *BDF1* or *BDF1* variants were expressed from the *TRP1* locus. Endogenous Bdf1/2 were depleted by the addition of 3-indoleacetic acid (IAA).

We performed a complementation assay in a strain dependent solely on *BDF1* expressed from a minichromosomal plasmid, as endogenous *BDF1/2* were deleted. To test whether each *BDF1* variant could support viability, we attempted to replace the plasmid carrying unmodified *BDF1* and the *URA3* marker with plasmids encoding the *BDF1* variants, selecting for viable transformants on medium containing 5-fluoroorotic acid (5-FOA), which counterselects *URA3*-containing cells. Five *BDF1* variants failed to support viability: the double BD-deletion and BD-mutation variants, the variants lacking both NPS and CPS regions or carrying serine-to-alanine substitutions across both regions, and the variant lacking the ET domain (Fig. 1B). Proper expression of these *BDF1* variants was validated in experiments described below. To extend our observations, we measured growth rates across all viable strains now relying solely on *BDF1* variants expressed from minichromosomal plasmids (Fig. 1C). First, we found that CPS, but not NPS, deletion or mutation has a strong impact on growth. Notably, the NPS/CPS phosphomimetic Bdf1 variant almost fully supported viability, suggesting that BET proteins function optimally in a fully phosphorylated state and that a dynamic regulation of BET protein phosphorylation may not be important under normal growth conditions. Further, a combined loss of the B/BID regions substantially impaired growth, consistent with their proposed role in promoting BET protein dimerization [31]. Finally, truncation of the Bdf1 IDRs did not affect viability, indicating that the large, unstructured N-terminal region of BET proteins does not play a major biological role. Collectively, these assays defined the contributions of all conserved BET protein domains to yeast viability.

### A conserved stretch of acidic residues in the ET domain is required for its function

A conserved cluster of acidic residues located between the second and third helices of the ET domain has been shown to mediate BRD4 interactions with several protein partners [23–25]. To assess the *in vivo* significance of this region in Bdf1, we generated six additional *BDF1* variants in which different numbers of four conserved acidic residues (amino acids 567, 569, 571, and 573) were substituted with alanine (Fig. 1D and Supplementary Fig. S1A). Using the complementation assay described above, we found that mutation of three or more of these acidic residues is lethal in yeast, demonstrating that this region of the ET domain is essential for its function. For subsequent experiments, we selected a representative set of ET-domain mutants consisting of a single substitution [D571A; mET(1)], a double substitution [D571A, D573A; mET(2)], and a quadruple substitution [mET(4)] (Fig. 1D and Supplementary Fig. S1A).

To support subsequent experiments, we integrated all *BDF1* variants, along with an unmodified *BDF1* control, into the *TRP1* locus of a strain in which endogenous Bdf1/2 carry auxin-inducible degron (AID) tags (RDY73; Bdf1/2-AID strain) (Fig. 1E and Supplementary Tables S1 and S2) (2). In this system, each *BDF1* variant is constitutively expressed from an ectopic locus under the control of the endogenous *BDF1* promoter and 3′ untranslated region, while endogenous Bdf1/2 can be rapidly depleted upon addition of 3-indoleacetic acid (IAA) (2), forcing dependence on the *BDF1* variants. Importantly, integration of an additional unmodified *BDF1* copy did not affect cell viability, and most *BDF1* variants were expressed at endogenous or modestly elevated levels, both in the presence and absence of endogenous Bdf1/2 (Supplementary Fig. S1B–D). Surprisingly, we did not detect expression of variants containing the BD2 deletion (ΔBD2, ΔBD1/2) or the deletion of the N-terminal unstructured region (ΔIDRs) using a polyclonal anti-Bdf1 antibody, even though ΔBD2 and ΔIDRs variants supported cell growth (Fig. 1C). To clarify this observation, we constructed additional strains wherein the three poorly detected variants or unmodified *BDF1* were tethered to a triple-FLAG epitope to facilitate detection with anti-FLAG antibody. Using this approach, we detected stable but modestly decreased expression of ΔBD2, ΔBD1/2, and ΔIDRs variants (Supplementary Fig. S1E). Finally, we validated the new experimental system by measuring growth contributions of all *BDF1* variants, including the new ET(1), ET(2), and ET(4) variants. Yeast cells were cultivated in the presence of IAA, forcing dependence on the Bdf1 variants as endogenous Bdf1/2 were depleted, and generation times were calculated after ∼15 h of growth (Fig. 1E and Supplementary Fig. S1F and G). Importantly, the results were very similar to prior results obtained in the context of *BDF1/2* gene deletion, including complete growth inhibition of strains harboring *BDF1* variants that failed to support viability in the complementation assay (Fig. 1B and C and Supplementary Fig. S1A).

### The ET domain is essential for genome-wide transcription

The essential function of BET proteins is to sustain global transcriptional programs [2–5]. To define the contribution of each conserved BET domain to genome-wide transcription, we analyzed our collection of strains expressing *BDF1* variants in the background of endogenous Bdf1/2 fused to AID tags (Fig. 1E and Supplementary Table S2). We previously confirmed that introducing an additional unmodified copy of *BDF1* does not compromise viability and that Bdf1 protein levels are comparable when expressed from an ectopic versus endogenous locus (Supplementary Fig. S1B–E). 

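Total reads of BDF1 (YLR399C, counted region from 919286 to 921596 on chromosome XII of the R64-3-1 assembly) were compared first, as a check of the strains. In DMSO, Bdf1/2-AID had 106 ± 9.0 CPM of BDF1 (reads of the gene scaled to the reads of the library, SD, n = 3), and the strain with an unmodified additional copy (WT) had 246 ± 46 (SD, n = 6). Over all 22 strains with a further copy, the mean ran from 171 to 408.2 CPM. TRP1 (YDR007W), another of the genes used to build the strains, had 1.84 ± 0.70 CPM (SD, n = 3) in Bdf1/2-AID and 15.1 ± 6.7 (SD, n = 6) in WT. Newly synthesized RNA was measured by SLAM-seq as reads with T>C conversions, normalized with DESeq2's size factors of the total reads. Across the genes with such a read in every library, which are not independent replicates, the log10 baseline levels of Bdf1/2-AID and WT in DMSO had a Pearson r of 0.92 (jackknife standard error over libraries 0.033). The WT libraries differ in composition between replicates A–C and D–F, and r was 0.83 against A–C and 0.96 against D–F. The median log2 difference of WT from Bdf1/2-AID in DMSO was 0.20 (SD between WT libraries 0.19, n = 6, exact two-sided permutation p = 0.25), and 0.182% of genes were lower and 0% higher at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 5.45% and 14.7% at an unadjusted p under 0.05. Each library divided by its total reads, over a wider set of genes chosen after the data were seen, gave 0.37 (exact two-sided permutation p = 0.0714), with 0.124% of genes lower and 4.18% higher. The T>C share of all reads needs no size factors, but it also divides by the total reads of each library and is weighted to abundant genes. In DMSO this share was 3.05% ± 0.16 (SD, n = 3) in Bdf1/2-AID and 3.85% ± 0.38 (SD, n = 6) in WT (exact two-sided permutation p = 0.0357, adjusted p = 0.0417 over 7 comparisons of shares).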

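On depletion of endogenous Bdf1/2, T>C reads of WT changed by a median log2 of −0.26 (SD between IAA libraries 0.18, n = 6, exact two-sided permutation p = 0.026). No gene passed the adjusted threshold, and 10.6% of genes were lower and 0.109% higher at an unadjusted p under 0.05. With the replicate letter as a block, 11.1% were lower and 0.0727% higher at an adjusted p under 0.05, and within WT A–C, without a block, the shares were 0.0727% and 0% (13.0% and 0.327% at an unadjusted p under 0.05). With library totals, the change was −0.37 (exact two-sided permutation p = 0.0152). The T>C share of all reads in WT was 3.85% ± 0.38 (SD, n = 6) in DMSO and 3.06% ± 0.22 (SD, n = 6) in IAA (exact two-sided permutation p = 0.00216, adjusted p = 0.0151). The change on IAA differed between Bdf1/2-AID and WT, tested as an interaction with edgeR. In Bdf1/2-AID, 1.20% of genes fell further or rose less, and 1.16% fell less or rose further. Without DMSO replicate A of Bdf1/2-AID no gene passed (11.7% and 8.91% of genes at an unadjusted p under 0.05), nor without DMSO replicate C (12.7% and 8.47%). The shares were 11.1% and 9.45% with WT A–C alone, 10.1% and 11.0% with WT D–F alone, and 16.0% and 14.1% with the replicate block. With library totals they were 51.4% and 0.124%. The changes of Bdf1/2-AID and WT had an r across genes of 0.22 (jackknife standard error 0.24), with 0.12 against WT A–C and 0.24 against D–F.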

We further validated that this additional *BDF1* copy does not substantially alter baseline transcription and largely rescues the transcriptional defects caused by depletion of endogenous Bdf1/2 (Supplementary Fig. S2A and B). Finally, to assess whether any *BDF1* variants exert dominant-negative effects in the presence of endogenous Bdf1/2, we examined growth phenotypes and found that the two strains harboring variants with combined deletion or mutation of both NPS/CPS regions displayed pronounced slow-growth phenotypes (Supplementary Fig. S2C).

In contrast to the growth assay, where cells had to rely on mutant Bdf1 variants for several generations, here we depleted endogenous Bdf1/2 for 25 min, followed immediately by 4-min labeling of newly synthesized RNA with 4-thiouracil to facilitate quantification using SLAM-seq [36] (Fig. 1E). This approach allowed us to track direct consequences of Bdf1 mutations, including lethal mutations, with minimized bias from indirect effects that accumulate during extended exposure to adverse genetic variants. 

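The files at hand hold SLAM-seq libraries of 23 strains from the 25 min depletion experiments, without the strain that overexpresses the ET domain. Bdf1/2-AID carries AID tags on endogenous Bdf1/2, so that IAA triggers their degradation and DMSO serves as the control. WT, as used here, has an unmodified additional copy of BDF1, and 21 strains have a BDF1 variant in its place. Both treatments were sequenced in 6 replicates (A–F) for WT and in 3 for every other strain. The authors aligned and filtered the reads with SLAM-DUNK and deposited, for each gene, the count of all reads and the count of T>C reads, without normalization. Between 4089393 and 21384793 reads per library were counted (median 8054872), of which 34354 to 998627 were T>C reads (median 276279.5 in DMSO and 173703 in IAA).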

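All changes were computed from T>C reads in 2 settings. In the size-factor setting, which had been fixed beforehand, reads were normalized by median-of-ratios size factors of the total reads, over the genes with a T>C read in all libraries. In the library-total setting, chosen after the data were seen, they were normalized by the total reads of each library, over the genes with a T>C read in every DMSO library of the strains of Fig. 2A. Shares of genes are percentages of the genes tested in the setting that were lower or higher at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Medians over genes of log2 changes are given with the SD between the medians of single libraries, and those against WT were tested by exact two-sided permutation of the 9 libraries, with p adjusted over the 21 variants. The libraries differed in composition in a way the strains do not explain. RPL41A (YDL184C), singled out after its values were seen and with reads that the counting may divide with a paralog, took 8.64% to 20.9% of reads in the 18 libraries of WT replicates A–C, mET(4) and mBD1/2, and 1.44% to 6.10% in the other 126, with 3.68% to 4.39% in WT D–F. Values were therefore also computed against the 3 WT libraries nearer in composition, which were A–C for mET(4) and mBD1/2 and D–F for the other variants.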

We performed three replicate experiments for all strains with (IAA) or without dimethyl sulfoxide (DMSO) depletion of endogenous Bdf1/2 (Supplementary Table S3). Variability in RNA levels between replicates in the final dataset (see the “Materials and methods” section) was <30%–40% for most genes (Supplementary Fig. S3A and B and Supplementary Table S3). 

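The coefficient of variation (SD over mean) of normalized T>C reads was taken per gene over the replicates of each strain and treatment. Its median over genes was under 40% in 22 of 23 strains in DMSO and in 22 of 23 in IAA, and under 30% in 20 and 18 strains. The medians ran from 12.8% to 51.7% in DMSO (median strain 19.4%) and from 14.6% to 45.9% in IAA (median strain 23.6%), with the highest value of both treatments in mNPS/CPS. In the library-total setting, which includes genes with fewer T>C reads, the medians were under 40% in 21 strains in each treatment, and under 30% in 18 and 12. With the Poisson variance of the counts subtracted in the size-factor setting, the medians were under 30% in 22 strains in each treatment.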

We quantified transcriptional changes associated with perturbations in BET protein domains by comparing strains expressing *BDF1* variants to the strain expressing unmodified *BDF1* following depletion of endogenous Bdf1/2 (IAA treatment) (Supplementary Table S3). To identify dominant-negative effects, we compared strains expressing *BDF1* variants without depletion of endogenous Bdf1/2 to the Bdf1/2-AID parental strain (DMSO treatment), which lacks an additional *BDF1* copy (Supplementary Fig. S3C and Supplementary Table S3). 

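In DMSO, with endogenous Bdf1/2 present, T>C reads of mNPS/CPS changed by a median log2 of −1.54 against Bdf1/2-AID (SD between mNPS/CPS libraries 0.62, n = 3, and between Bdf1/2-AID libraries 0.075, n = 3), a 2.92-fold decrease. Of the genes tested, 88.8% were lower and 0% higher (89.3% and 0% at an unadjusted p under 0.05). The corresponding change in ΔNPS/CPS was −1.59 (SD 0.17, n = 3), a 3.00-fold decrease, with 95.2% of genes lower and 0% higher (95.4% and 0% at an unadjusted p under 0.05). Both changes exceeded the spread between replicates. The change in mNPS/CPS was −2.01 without mNPS/CPS replicate B and −1.34 without replicate A. In the library-total setting, the changes were −1.28 for mNPS/CPS and −1.27 for ΔNPS/CPS, with 64.9% and 70.4% of genes lower. The mNPS/CPS libraries belong to the same run of library numbers as those of Bdf1/2-AID, whereas ΔNPS/CPS is alone in its run, so that for ΔNPS/CPS a library batch and the variant cannot be told apart. Strains of the other runs without Bdf1/2-AID differed from it in DMSO by −0.47 (mCPS) to 0.56 (mBD1) in the size-factor setting. The range was −0.29 (mET(4)) to 0.66 (mBD1) in the library-total setting. No offset of the size seen in ΔNPS/CPS thus appeared in those runs, which does not exclude one in its own.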

Consistent with the growth assay (Supplementary Fig. S2C), strains expressing *BDF1* variants with mutations or deletions in both NPS/CPS regions (mNPS/CPS and ΔNPS/CPS) exhibited substantial transcriptional deviations (median change > 2-fold) in the presence of endogenous Bdf1/2. We observed a similar dominant-negative phenotype for the strain expressing the CPS deletion variant (ΔCPS). Consequently, we excluded ΔCPS, mNPS/CPS, and ΔNPS/CPS strains from further analysis and experiments.

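For ΔCPS in DMSO, the median log2 change against Bdf1/2-AID was −1.3003 (SD between ΔCPS libraries 0.043, n = 3), a 2.46-fold decrease, with 91.8% of genes lower and 0.109% higher. With library totals it was −1.201, with 78.1% lower and 0.0827% higher. Libraries of ΔCPS and Bdf1/2-AID come from the same run of library numbers.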

We aligned the transcriptional changes measured following depletion of endogenous Bdf1/2 with those observed upon loss of Bdf1/2 in the Bdf1/2-AID strain. 

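After depletion of endogenous Bdf1/2, T>C reads of ΔET, which lacks the ET domain, changed by a median log2 of −0.73 against WT in the size-factor setting (SD between ΔET libraries 0.29, n = 3, and between WT libraries 0.17, n = 6, exact two-sided permutation p = 0.0119, adjusted p = 0.0357), a 1.66-fold decrease. Of the genes tested, 39.1% were lower and 8.18% higher, and without ΔET replicate A 23.0% were lower. In mET(4), which carries mutations in the conserved acidic residues of the ET domain, the change was −0.36 (SD 0.064, n = 3, exact two-sided permutation p = 0.0595, adjusted p = 0.114), a 1.29-fold decrease, with 3.20% of genes lower and 2.65% higher. Without mET(4) replicate C, 0.0364% of genes were lower and 0.255% higher. In the library-total setting, the change was −1.82 for ΔET (SD 0.13, n = 3, exact two-sided permutation p = 0.0119, adjusted p = 0.0417), a 3.53-fold decrease, and −1.35 for mET(4) (SD 0.052, n = 3, exact two-sided permutation p = 0.0119, adjusted p = 0.0417), a 2.54-fold decrease. Genes lower made up 79.2% for ΔET and 67.7% for mET(4), and genes higher 0.972% and 0.848%. Every ΔET and mET(4) library then lay below every WT library.

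**Figure D1:**
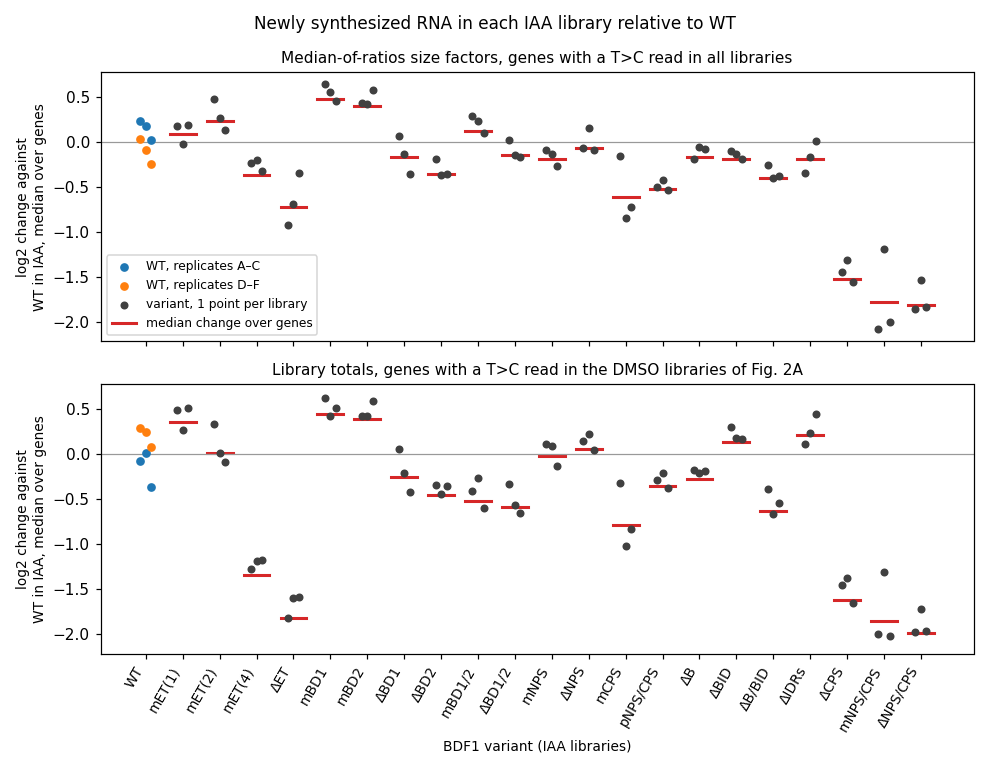
Change of newly synthesized RNA in each IAA library relative to WT (y axis, median over genes of the log2 change) for WT and 21 BDF1 variants (x axis), in the size-factor setting (top) and the library-total setting (bottom). Points are medians of single libraries (blue, WT replicates A–C; orange, WT replicates D–F; dark, variants) and red bars are medians of the fitted change over genes, so a bar can lie outside its points; the bars of mET(4) and ΔET lie at −0.36 and −0.73 in the top panel and at −1.35 and −1.82 in the bottom panel.

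Against the WT libraries nearer in composition, the size-factor setting gave −0.51 for ΔET (30.8% of genes lower and 9.92% higher) and −0.46 for mET(4) (22.4% lower and 7.42% higher), and the library-total setting gave −1.93 and −1.16. Against the other WT libraries, the size-factor setting gave −0.82 for ΔET and −0.18 for mET(4). For ΔET, neither set of WT libraries is close in composition. Its median absolute log2 difference in total reads in DMSO was 0.58 from WT D–F and 0.63 from WT A–C. The ΔET libraries also come from another run of library numbers than all WT libraries. Part of the difference from WT was present in DMSO, where the library-total setting gave −0.82 for ΔET (SD 0.26, n = 3, exact two-sided permutation p = 0.0119) and −0.63 for mET(4) (SD 0.23, n = 3, exact two-sided permutation p = 0.0238). The size-factor setting gave −0.49 for ΔET (SD 0.28, n = 3, exact two-sided permutation p = 0.0238) and −0.30 for mET(4) (SD 0.036, n = 3, exact two-sided permutation p = 0.0714) in DMSO. For the change on IAA in the variant minus that in WT, the medians were −0.95 for ΔET and −0.68 for mET(4) in the library-total setting, and −0.17 and −0.024 in the size-factor setting. The T>C share of all reads in IAA was 1.40% ± 0.19 (SD, n = 3) in ΔET and 1.87% ± 0.13 (SD, n = 3) in mET(4), each below the WT share (exact two-sided permutation p = 0.0119, adjusted p = 0.0208 for each).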

Surprisingly, among *BDF1* variants that did not cause a dominant-negative phenotype, only *BDF1* variants lacking the ET domain or carrying mutations in all four conserved acidic residues of the ET domain (hereafter referred to as the ET domain mutation) produced substantial transcriptional defects (median decreases of 3.6-fold and 2.6-fold, respectively). By contrast, deletion or mutation of both BDs resulted in relatively modest transcriptional changes (median decreases of 1.5-fold and 1.4-fold, respectively) (Fig. 2A and Supplementary Fig. S4A). 

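For ΔBD1/2, in which both BDs are deleted, the median log2 change against WT in IAA was −0.15 in the size-factor setting (SD between libraries 0.10, n = 3, exact two-sided permutation p = 0.31, adjusted p = 0.342), with 4.69% of genes lower and 9.67% higher. The median was −0.59 with library totals (SD 0.17, n = 3, exact two-sided permutation p = 0.0238, adjusted p = 0.0556), a 1.51-fold decrease, with 19.9% lower and 3.68% higher. Against WT D–F alone, these medians were 0.015 and −0.73. Without ΔBD1/2 replicate C, 0.40% of genes were lower in the size-factor setting. For mBD1/2, in which both BDs are mutated, the direction depended on the setting. The median was 0.12 in the size-factor setting (SD 0.096, n = 3, exact two-sided permutation p = 0.119, adjusted p = 0.192), with 0.0364% of genes lower and 1.38% higher, and 0.182% higher without mBD1/2 replicate B. It was −0.52 in the library-total setting (SD 0.17, n = 3, exact two-sided permutation p = 0.0476, adjusted p = 0.0833), a 1.43-fold decrease, with 0.393% lower and 0.207% higher. Against WT A–C alone, the medians for mBD1/2 were 0.0052 and −0.33, with 2.29% of genes lower and 6.69% higher in the size-factor setting and 6.64% and 1.80% in the library-total setting. The T>C share of all reads in IAA was 2.53% ± 0.25 (SD, n = 3) in ΔBD1/2 (exact two-sided permutation p = 0.0357 against WT, adjusted p = 0.0417) and 2.73% ± 0.30 (SD, n = 3) in mBD1/2 (exact two-sided permutation p = 0.119, adjusted p = 0.119).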

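In Bdf1/2-AID, T>C reads changed on IAA by a median log2 of −0.56 against DMSO in the size-factor setting (SD between IAA libraries 0.099, n = 3, and between DMSO libraries 0.075, n = 3), a 1.48-fold decrease, with 38.8% of genes lower and 14.2% higher. In the library-total setting, the change was −1.87 (SD between IAA libraries 0.015, n = 3), a 3.65-fold decrease, with 85.4% of genes lower and 0.289% higher. Library totals without the wider set of genes gave −1.63. Each of these changes exceeded the spread between replicates. The T>C share of all reads fell from 3.05% ± 0.16 (SD, n = 3) in DMSO to 1.52% ± 0.030 (SD, n = 3) in IAA, below the share of WT in IAA (exact two-sided permutation p = 0.0119, adjusted p = 0.0208). The change on IAA within ΔET, measured in the same way as in Bdf1/2-AID, was −0.45 in the size-factor setting (SD between IAA libraries 0.29, n = 3, and between DMSO libraries 0.28, n = 3) and −1.36 in the library-total setting (SD 0.13 and 0.26, n = 3 each). An interaction test of these within-strain changes with edgeR found 0% of genes at an adjusted p under 0.05 in both settings. At an unadjusted p under 0.05, 1.34% of genes fell further or rose less and 2.76% fell less or rose further in ΔET in the size-factor setting. In the library-total setting, 0.352% and 9.93% did so.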

Notably, the transcriptional defects caused by loss of ET domain function were comparable to those resulting from loss of Bdf1/2 in the Bdf1/2-AID strain (median decrease of 3.7-fold). Analysis of transcriptional changes at the level of individual genes and across previously defined major gene classes further confirmed that loss of ET domain function closely phenocopies the loss of BET proteins [68] (Fig. 2B and C and Supplementary Fig. S4B and Supplementary Table S3). 

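Changes of single genes were compared between Bdf1/2-AID (IAA against DMSO) and ΔET, mET(4), ΔBD1/2 and mBD1/2 (against WT in IAA) by correlations across genes, which are not independent replicates. These are part of 7 correlations, which also cover mET(4) with ΔET, Bdf1/2-AID with WT on IAA, and the baseline levels. Comparisons with Bdf1/2-AID share no library. The Pearson r in the size-factor setting was 0.71 for ΔET (jackknife standard error over libraries 0.046), 0.64 for mET(4) (0.090), 0.53 for ΔBD1/2 (0.035) and 0.52 for mBD1/2 (0.12). With library totals and the wider set of genes, r was 0.59 for ΔET, 0.51 for mET(4), 0.45 for ΔBD1/2 and 0.46 for mBD1/2. With WT A–C alone in the size-factor setting, it was 0.64 for ΔET, 0.70 for mET(4), 0.49 for ΔBD1/2 and 0.60 for mBD1/2, and with WT D–F alone 0.72, 0.41, 0.54 and 0.24. The difference in r between ET and BD variants was not tested. The changes of mET(4) and ΔET had an r of 0.50 (jackknife standard error 0.10), against 0.31 (from 0.26 to 0.35) in 20 simulations of unchanged groups that share their WT libraries. The simulations drew all libraries around a common WT mean, so the difference in composition between WT A–C and D–F entered only as random spread. They therefore do not show which r unchanged groups of these compositions would have. With separate WT libraries for each variant, r was 0.67.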

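The genes with the largest falls and rise, among those with at least 50 normalized T>C reads in the higher group and no overlap between groups, were as follows in the size-factor setting. In Bdf1/2-AID, normalized T>C reads of TRS33 (YOR115C, chromosome XV, 538409 to 539465) were 9.91 ± 1.03 (SD, n = 3) in IAA and 63.0 ± 12.9 (SD, n = 3) in DMSO, a log2 fold change of −2.61 (standard error 0.37, edgeR adjusted p = 6.38e-08). RBL2 (YOR265W, chromosome XV, 820454 to 821024) changed by −2.32 (standard error 0.41, edgeR adjusted p = 4.94e-06), and NRD1 (YNL251C, chromosome XIV, 172338 to 174315) rose from 25.0 ± 5.5 to 166.5 ± 27.5 (SD, n = 3 each), a log2 fold change of 2.66 (standard error 0.23, edgeR adjusted p = 5.57e-15). In ΔET against WT, VMA22 (YHR060W, chromosome VIII, 220725 to 221520) had 5.04 ± 0.28 normalized T>C reads (SD, n = 3) and a log2 fold change of −4.32 (standard error 0.77, edgeR adjusted p = 0.00112). Its mean was 171 in WT A–C and 36.0 in WT D–F. BLI1 (YKL061W, chromosome XI, 325771 to 326362) changed by −3.82 (standard error 0.64, edgeR adjusted p = 0.000817), with a mean of 94.0 in WT A–C and 30.0 in WT D–F. HXT7 (YDR342C, chromosome IV, 1153966 to 1155928) changed by 3.38 (standard error 0.39, edgeR adjusted p = 8.44e-05), and its reads are uncertain because the counting may divide them with a near-identical paralog. In mET(4) against WT, AIP5 (YFR016C, chromosome VI, 176792 to 180743) changed by −1.95 (standard error 0.51, edgeR adjusted p = 0.0394), with a mean of 71.5 in WT A–C and 31.9 in WT D–F. RPL4B (YDR012W, chromosome IV, 471853 to 473191), which also has a paralog, changed by −1.70 (standard error 0.45, edgeR adjusted p = 0.0401). Its mean was 15.5 in mET(4), 30.3 in WT A–C, the set nearer in composition, and 71.8 in WT D–F. In none of the 3 fits that left out a mET(4) library did either gene pass the threshold, with an edgeR adjusted p up to 0.156 for AIP5 without replicate C and 0.135 for RPL4B without replicate B. AIP5 also failed it without WT replicate B or D, and RPL4B without WT replicate D or E. FLR1 (YBR008C, chromosome II, 252313 to 254209) had 291.8 ± 113.9 normalized T>C reads (SD, n = 3) in mET(4) and 41.5 ± 14.8 (SD, n = 6) in WT, a log2 fold change of 2.81 (standard error 0.32, edgeR adjusted p = 0.000835). From the size of the median decreases and from the changes of individual genes and gene classes, the paper concludes that losing ET domain function has nearly the same effect on transcription as losing Bdf1/2.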

Perturbations in other domains produced only minor effects on genome-wide transcription, with the exception of the CPS mutation and the combined deletion of the B/BID regions, both of which caused moderate decreases (median decreases of 1.7-fold and 1.6-fold, respectively) (Supplementary Fig. S4A).

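The median log2 change of mCPS against WT in IAA was −0.61 in the size-factor setting (SD between libraries 0.37, n = 3, exact two-sided permutation p = 0.0238, adjusted p = 0.0556), a 1.53-fold decrease, and −0.78 in the library-total setting (SD 0.36, n = 3, exact two-sided permutation p = 0.0238, adjusted p = 0.0556), a 1.72-fold decrease. Genes lower made up 14.9% and 23.0%. Without mCPS replicate B, 0.0364% of genes were lower in the size-factor setting. In DMSO, mCPS already differed from WT by −0.66 in the size-factor setting (exact two-sided permutation p = 0.0119, n = 3 and 6) and by −0.62 in the library-total setting (exact two-sided permutation p = 0.0238, n = 3 and 6). ΔB/BID changed by −0.41 in the size-factor setting (SD 0.079, n = 3, exact two-sided permutation p = 0.0238, adjusted p = 0.0556), a 1.33-fold decrease, and by −0.63 in the library-total setting (SD 0.14, n = 3, exact two-sided permutation p = 0.0119, adjusted p = 0.0417), a 1.55-fold decrease, with a difference from WT in DMSO of −0.46 (exact two-sided permutation p = 0.0119, n = 3 and 6) and −0.29 (exact two-sided permutation p = 0.143, n = 3 and 6). Against WT D–F alone, the size-factor setting gave −0.42 for mCPS and −0.26 for ΔB/BID, and the library-total setting gave −0.90 and −0.76. pNPS/CPS changed by −0.53 in the size-factor setting (SD 0.058, n = 3, exact two-sided permutation p = 0.0119, adjusted p = 0.0357) and by −0.36 in the library-total setting (exact two-sided permutation p = 0.0714, adjusted p = 0.107, n = 3 and 6). In DMSO it already differed from WT by −0.56 (exact two-sided permutation p = 0.0119, n = 3 and 6) and −0.42 (exact two-sided permutation p = 0.0476, n = 3 and 6).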

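Medians of the other variants that the paper kept were, in the size-factor setting, −0.35 for ΔBD2, −0.19 for mNPS, ΔBID and ΔIDRs, −0.17 for ΔBD1, −0.16 for ΔB, −0.069 for ΔNPS, 0.083 for mET(1) and 0.23 for mET(2), and none of these passed an adjusted exact permutation p of 0.05. They were 0.47 for mBD1 and 0.40 for mBD2, both with an exact two-sided permutation p of 0.0119 and an adjusted p of 0.0357. In the library-total setting, the medians were −0.45 for ΔBD2, −0.023 for mNPS, 0.13 for ΔBID, 0.21 for ΔIDRs, −0.26 for ΔBD1, −0.28 for ΔB, 0.059 for ΔNPS, 0.36 for mET(1), 0.0062 for mET(2), 0.44 for mBD1 and 0.39 for mBD2, with no adjusted exact permutation p under 0.05 among them.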

**Figure 2.**
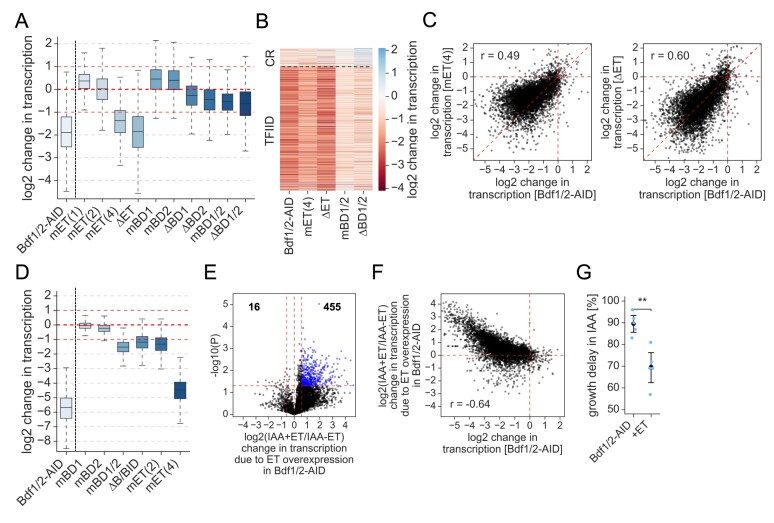
The ET domain is required for transcription of most genes. (**A**) Log_2_ changes in transcription due to selected *BDF1* mutations measured by SLAM-seq after depleting endogenous Bdf1/2 for 25 min (*n* = 4836). Results of depletion of Bdf1/2 in the absence of additional copy of *BDF1* are shown in the first sample from the left. Results for additional *BDF1* variants are shown in Supplementary Fig. S4A. (**B**) Heatmap representation of selected results from panel (A) comparing the effects of mutating or deleting the ET domain or the BDs. Genes are divided into previously defined major yeast gene classes (CR—coactivator-redundant, TFIID—TFIID-dependent) [68] (*n* = 4560). (**C**) Comparison of selected results from panel (A). Pearson correlation coefficient (r) is shown (*n* = 4836). (**D**) Log_2_ changes in transcription due to *BDF1* mutations after depleting endogenous Bdf1/2 for 3 h (*n* = 4457). Results of depletion of Bdf1/2 in the absence of additional copy of *BDF1* are shown in the first sample from the left. (**E**) Volcano plot showing the ability of the ET domain to rescue transcriptional changes following Bdf1/2 loss (*n* = 4715). Transcription rescue is defined by comparing gene transcription after depleting endogenous Bdf1/2 for 25 min in a strain overexpressing the ET domain and the parental strain (*x*-axis, log_2_ fold change). Thresholds used: fold change = 1.5-fold; *P*-value = .05 (Welch’s *t*-test). (**F**) Comparison of ET domain-mediated rescue of transcription following Bdf1/2 loss (*y*-axis) with gene dependence on Bdf1/2 (*x*-axis). Transcription rescue is defined by comparing gene transcription after depleting endogenous Bdf1/2 for 25 min in a strain overexpressing the ET domain and the parental strain. Pearson correlation coefficient (r) is shown (*n* = 4715). (**G**) Growth assay comparing the fitness of the Bdf1/2-AID strain and the ET domain overexpressing strain during endogenous Bdf1/2 depletion. Samples were taken 1.5 and 3 h after DMSO or IAA addition, and growth delay was calculated by comparing generation times of IAA-treated and DMSO-treated cells. Black markers indicate mean growth delay. Error bars represent 95% confidence interval (*n* = 5). Results of a Welch’s *t*-test are shown (** – *P*-value <.01).

A modest change in transcription following BD inactivation was unexpected given the lethal phenotype associated with this mutation. We observed a similar discrepancy for deletion of the B/BID regions and mutation of two conserved acidic residues in the ET domain, both of which produced severe growth defects yet only minor transcriptional changes. 

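At 25 min of depletion, genes lower and higher than WT in IAA made up 17.0% and 4.22% for ΔB/BID, and 2.07% and 16.6% for mET(2), in which 2 conserved acidic residues of the ET domain are mutated, in the size-factor setting. The corresponding shares in the library-total setting were 22.0% and 1.41% for ΔB/BID, and 2.36% and 4.96% for mET(2). Without ΔB/BID replicate B, 0.0727% of genes were lower and 0.0727% higher in the size-factor setting. Without mET(2) replicate B 0.509% were lower, and without mET(2) replicate A 9.74% were higher. Against WT D–F alone, the shares were 15.3% and 7.60% for ΔB/BID and 1.82% and 29.8% for mET(2) in the size-factor setting, and 44.0% and 1.92%, and 4.01% and 5.93%, in the library-total setting. The 3 libraries of each variant and of WT D–F come from different runs of library numbers.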

To validate these findings, we extended the depletion period of endogenous Bdf1/2 to 3 h to assess the accumulation of indirect effects on transcription. After 3 h of IAA treatment, the Bdf1/2-AID strain exhibited a near-complete loss of genome-wide transcription (median decrease of 51-fold) (Fig. 2D and Supplementary Table S3). In contrast, BD1/2 mutation, ET domain double mutation, and B/BID deletion resulted in more modest median decreases of 2.9-fold, 2.5-fold, and 2.3-fold, respectively. Compared to the rapid depletion experiment (Fig. 2A and Supplementary Fig. S4A), these results indicate that the viability defects associated with BD1/2 mutation, the ET domain double mutation, or B/BID deletion arise primarily from indirect transcriptional dysfunction. Nevertheless, the indirect effects observed after 3 h of IAA treatment were substantially stronger for the ET domain quadruple mutation (median decrease of 22.3-fold), consistent with trends observed following 25-min depletion of endogenous Bdf1/2. In comparison, mutation of individual bromodomains did not appreciably affect transcription after prolonged IAA treatment, consistent with the minimal viability defects associated with these *BDF1* variants.

Based on our findings, we hypothesized that the ET domain can at least partially compensate for the loss of BET proteins. To test this hypothesis, we overexpressed the ET domain in the Bdf1/2-AID strain (Supplementary Fig. S4C) and quantified transcriptional changes following 25 min of induced Bdf1/2 depletion. First, we observed that very few genes exhibited substantial transcriptional changes as a result of ET domain overexpression in the presence of endogenous Bdf1/2 (Supplementary Fig. S4D and E and Supplementary Table S3). Next, we compared transcriptional responses to Bdf1/2 loss between the ET-domain-overexpressing strain and the parental Bdf1/2-AID strain. We found that the ET domain compensated for the loss of BET proteins at many genes, with 455 genes showing statistically significant transcriptional rescue (Fig. 2E and Supplementary Table S3). Notably, this effect was most pronounced at strongly Bdf1/2-dependent genes (Fig. 2F). Consistent with these observations, the ET domain partially rescued the growth phenotype associated with BET protein loss, although prolonged exposure to IAA ultimately remained lethal (Fig. 2G). In summary, these results reveal a surprisingly small direct contribution of the BDs to transcription and demonstrate that the ET domain is a dominant BET protein domain in transcriptional regulation.

### The ET domain facilitates BET protein recruitment to chromatin

To modulate transcription, BET proteins first need to be recruited to gene regulatory elements. Experiments in both yeast and mammalian cells have shown that BD function does not fully account for BET protein chromatin occupancy [2, 4, 15, 16, 22]. To identify BET protein domains that contribute to Bdf1 recruitment to chromatin, we modified selected yeast strains used in the SLAM-seq experiments by inserting a micrococcal nuclease (MNase) coding sequence before the stop codon of *BDF1* variants to facilitate ChEC-seq analysis (Supplementary Tables S1 and S2) [32]. We previously found that ChEC-seq complements and outperforms ChIP-seq for mapping BET protein chromatin occupancy in yeast [2]. First, we validated that levels of ectopically expressed Bdf1-MNase are comparable to unmodified *BDF1* expressed from the endogenous locus and that Bdf1-MNase supports normal growth in the presence or absence of AID-tagged endogenous *BDF1*/2 (Supplementary Fig. S5A and B). We also confirmed that ectopically expressed Bdf1-MNase displays a chromatin-binding pattern highly similar to that of Bdf1-MNase expressed from the endogenous locus, both in the presence and absence of endogenous Bdf1/2 (Supplementary Fig. S5C). As in the SLAM-seq assays, sample collection was preceded by a 25-min depletion of endogenous Bdf1/2 to minimize confounding effects from endogenous BET proteins. All experiments were performed in three biological replicates, and the replicate datasets were highly consistent (Supplementary Fig. S5D).

To evaluate the impact of targeted mutations in BET protein domains on Bdf1 recruitment, we compared data collected from strains expressing *BDF1* variants to that from the control strain expressing unmodified *BDF1* in the context of endogenous Bdf1/2 depletion (IAA treatment) (Supplementary Table S4). Consistent with the major impact of the ET domain on transcription, we found that this domain broadly contributed to *Bdf1* chromatin occupancy (Fig. 3A–C). Surprisingly, at most gene promoters, the contribution of the ET domain to Bdf1 occupancy exceeded that of the BDs. Notably, deletion of the BDs or the ET domain produced very similar effects (Fig. 3D and Supplementary Fig. S6A–C). Among other domains, perturbations in the CPS domain and the B/BID regions also affected Bdf1 recruitment, indicating that BET protein phosphorylation and dimerization both contribute to establishing genome-wide BET occupancy (Supplementary Fig. S6D–F). None of the examined mutations caused substantial redistribution of Bdf1 to new loci. Next, we compared changes in Bdf1 promoter recruitment resulting from mutation of the BDs or the ET domain with levels of histone H4 lysine 12 acetylation (H4K12ac), a preferred target of Bdf1 BDs [19]. As expected, changes in Bdf1 recruitment due to BD mutation showed a modest correlation with H4K12ac levels, consistent with prior findings that BD inhibitors preferentially evict BET proteins from loci with high H4 acetylation, such as super-enhancers [4]. In contrast, the effects of the ET domain on Bdf1 occupancy were independent of promoter acetylation levels (Fig. 3E). Finally, we observed only a weak correlation between changes in Bdf1 recruitment and transcriptional output (Supplementary Fig. S6G), consistent with the previously reported lack of correlation between baseline Bdf1 promoter occupancy and transcription [2]. In summary, we revealed that the ET domain is an important contributor to the BET protein chromatin occupancy.

**Figure 3.**
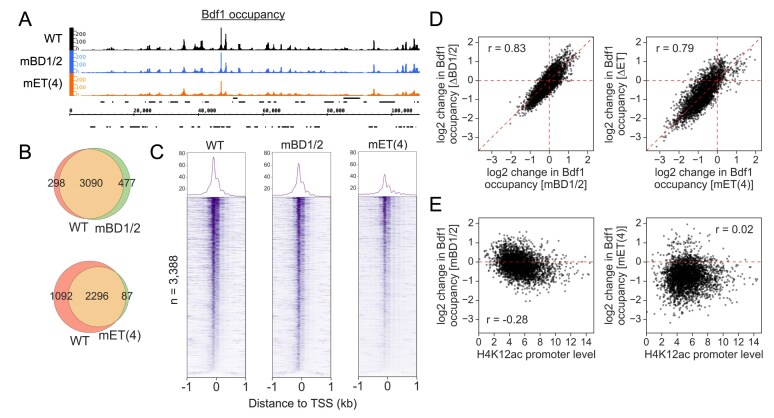
The ET domain has a major role in facilitating BET protein recruitment to chromatin. (**A**) Genome browser snapshot showing the binding patterns of unmodified Bdf1 (WT) and Bdf1 variants with mutations in the BDs or the ET domain as determined by ChEC-seq. Data for the first 100 000 bases of chromosome III are shown. (**B**) Overlap of Bdf1-bound promoters for the indicated ChEC-seq experiments. (**C**) Occupancy of unmodified Bdf1 and Bdf1 variants with mutations in the BDs or the ET domain around the transcription start sites (TSS) of 3388 genes whose promoters are bound by unmodified Bdf1. Genes are sorted by the TSS signal (±200 bp) in the WT experiment. (**D**) Comparison of log_2_ changes in Bdf1 occupancy due to mutation or deletion of the BDs or the ET domain. Bdf1 occupancy was calculated as the sum of signal within the (−100, 100) bp window around the Bdf1 promoter peak summit. Pearson correlation coefficient (r) is shown (*n* = 3388). (**E**) Comparison of H4K12ac level at promoters (2) and log_2_ changes in Bdf1 occupancy due to mutations in the BDs or the ET domain. Pearson correlation coefficient (r) is shown.

### The ET domain supports TFIID recruitment to gene promoters

Both yeast and mammalian BET proteins have been linked to the coactivator TFIID, which regulates transcription initiation [2, 14, 15]. Our prior work demonstrated that Bdf1/2 are required for transcription initiation and that loss of Bdf1/2 modestly decreases TFIID promoter occupancy [2]. Building on this background and our new findings, we hypothesized that a major function of the ET domain in transcription regulation is to facilitate TFIID recruitment. To test this hypothesis, we applied ChEC-seq to quantify changes in TFIID occupancy in cells relying solely on Bdf1 variants after rapid depletion of endogenous Bdf1/2. We inserted an MNase coding sequence into the TFIID subunit Taf1 in three strains previously used in the SLAM-seq assays: the control strain carrying an unmodified additional copy of *BDF1* and strains carrying *BDF1* variants with mutations in the ET domain or the BDs [mET(4) and mBD1/2, respectively]. After depleting endogenous Bdf1/2, we quantified changes in Taf1 recruitment by comparing strains expressing *BDF1* variants to the control strain. Experiments were performed in three biological replicates, and the replicate datasets were highly reproducible (Supplementary Fig. S7A). We found that both the ET domain and the BDs contributed to TFIID recruitment to promoters; however, the ET domain contributed more prominently at most loci (Fig. 4A and B). Next, we compared changes in TFIID occupancy resulting from Bdf1 mutations with changes in transcription and observed only a modest correlation (Supplementary Fig. S7B). Consistent with this finding, we previously reported that transcription is uncoupled from baseline TFIID promoter occupancy and that changes in TFIID occupancy due to complete loss of BET proteins do not correlate with transcriptional output [2, 68]. In summary, our results demonstrate that the ET domain plays a major role in TFIID recruitment to gene promoters.

**Figure 4.**
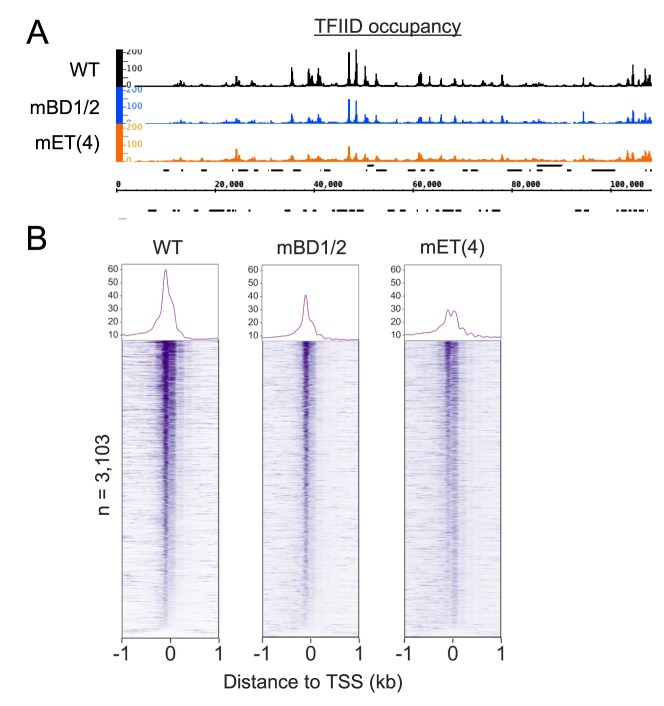
The ET domain facilitates recruitment of TFIID to promoters. (**A**) Genome browser snapshot showing Taf1 (TFIID) binding pattern in the context of unmodified Bdf1 or Bdf1 variants with mutations in the BDs or the ET domain as determined by ChEC-seq. Data for the first 100 000 bases of chromosome III are shown. (**B**) Taf1 occupancy around TSS of 3103 genes whose promoters are bound by Taf1(2), in the context of unmodified Bdf1 or Bdf1 variants with mutations in the BDs or the ET domain. Genes are sorted by the signal around TSS (±200 bp) in the WT experiment.

### The ET domain engages its targets using a conserved mechanism

Results described thus far show that the ET domain is a primary functional module of Bdf1 and that its impact on transcription is at least partially explained by its role in facilitating TFIID recruitment. Consistent with the latter finding, the ET domain of BRD4 has been proposed to modulate transcription by mediating interactions with protein partners [17, 22, 23]. However, only a limited number of interactions involving the ET domain of mammalian BET proteins have been experimentally validated, and it remains unknown how many factors associate with the ET domain or what the functional consequences of those interactions are. To begin addressing these questions, we used chromatin mass spectrometry (chromatin-MS) to identify candidate factors—beyond TFIID—that may depend on Bdf1/2 for chromatin occupancy. We obtained reliable data for 724 of 2399 yeast nuclear proteins and found that 78 exhibited decreased chromatin association following rapid Bdf1/2 depletion. As validation of our approach, this list included two TFIID subunits. Notably, we also identified additional proteins implicated in transcription regulation, including Bur1/CDK9, Spt6, the PAF1 complex (PAF1C) subunit Rtf1, subunits of the RSC, INO80, and ISW2 chromatin remodeling complexes, and several factors involved in mRNA processing (Fig. 5A, Supplementary Fig. S8A, and Supplementary Table S5). Considering the general transcriptional shutdown associated with Bdf1/2 depletion, many of the changes we observed may be due to indirect effects and require further investigation to determine if they are mediated by direct interactions with BET proteins.

**Figure 5.**
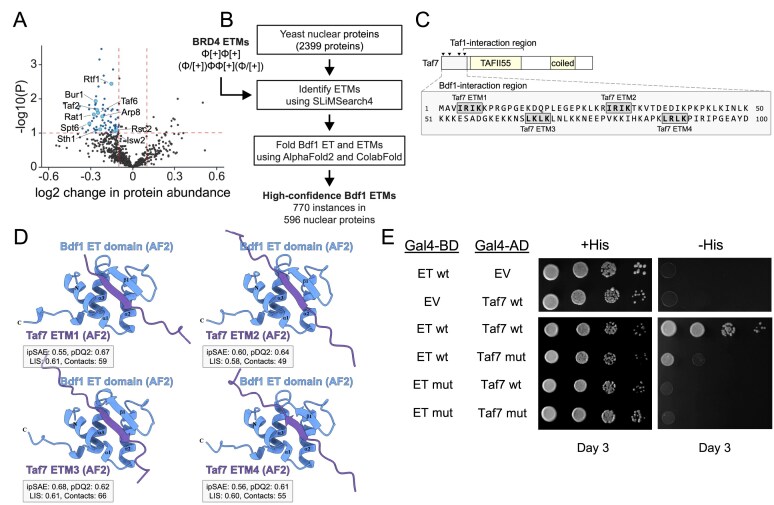
The ET domain of yeast and mammalian BET proteins uses the same mechanism to engage its targets. (**A**) Volcano plot comparing –log_10_  *P*-value and log_2_ change in abundance for chromatin-associated proteins following Bdf1/2 depletion for 25 min as determined by chromatin mass spectrometry. Data for reliably detected nuclear proteins are shown (*n* = 724). (**B**) Schematic representation of the experimental strategy for identifying high-confidence ETMs in *S. cerevisiae* nuclear proteins. (**C**) Functional domains of Taf7. Interaction with Bdf1 was previously mapped to the unstructured N-terminal region of Taf7 [15], which contains four high-confidence ETMs (detail). The TAFII55 region mediates interaction with Taf1 and is conserved across Taf7 homologs in other eukaryotes. The predicted C-terminal coiled-coil domain is poorly characterized. Other regions of Taf7 are largely unstructured. (**D**) AlphaFold2 (AF2) predicted structures for the Bdf1 ET domain in association with four putative ETMs in the Bdf1-interaction region of Taf7. Confidence metrics (ipSAE, pDockQ2, and LIS) and the number of interfacial contacts supporting structural predictions are shown. (**E**) Yeast two-hybrid analysis of the interaction between the Bdf1 ET domain and Taf7. Plasmids expressing the Bdf1 ET domain (WT or mut), Taf7 (WT or mut), or empty vector (EV) were co-transformed into the host strain. Cells were serially diluted, spotted on indicated media, and imaged after three days of growth (*n* = 3). ET mut—ET domain with four conserved acidic residues substituted with alanine. Taf7 mut—Taf7 with basic residues in the four ETMs in the N-terminal region (first 101 amino acids [15]) substituted with alanine.

Based on proteomic and structural biology studies, the BRD4 ET domain has been proposed to recognize two consensus motifs—Φ[+]Φ[+] or (Φ/[+]ΦΦ[+](Φ/[+]), where Φ is M, L, V, I, or F and [+] is K or R—referred to here as ETMs [17, 24, 25]. To support our chromatin-MS results and identify additional factors that may interact with the ET domain, we used SLiMSearch [50] to screen the yeast nuclear proteome for ETMs. We found 2418 ETMs in 1253 proteins, including 60 of the 78 proteins identified in our chromatin-MS experiment, suggesting that at least some of the identified proteins may directly interact with the ET domain (Fig. 5B and Supplementary Table S6). In addition to identifying ETMs, we used SLiMSearch to obtain metrics related to accessibility for all 2418 ETMs (see the “Materials and methods” section) (Supplementary Table S6). Given this large number of putative interactors, we used AlphaFold2 to model potential interactions between the Bdf1 ET domain and peptides containing candidate ETMs [54]. As an initial validation of this approach, we modeled the BRD4 ET domain with selected partner peptides and observed strong similarity between the predicted structures and experimental data, including formation of an interfacial β-sheet involving the unstructured loop between the α2 and α3 helices of the ET domain, which adopts a β-strand configuration when bound to partner peptides (Supplementary Fig. S8B and C). Modeling the Bdf1 ET domain with the same peptides similarly produced structures consistent with experimental data, including conditional interfacial β-sheet formation, suggesting a conserved mode of interaction (Supplementary Fig. S8D). We next folded the Bdf1 ET domain with peptides containing each of the 2418 ETMs identified in yeast nuclear proteins using two implementations of AlphaFold2 and scored models using multiple confidence metrics and interfacial β-sheet establishment (see the “Materials and methods” section) (Supplementary Table S7). To test whether our approach could identify bona fide ET domain interactors, we focused on the TFIID subunit Taf7, a confirmed Bdf1-interacting partner. The interaction was previously mapped to the N-terminal 100 amino acids of Taf7 [15]. Within this region, we identified four putative ETMs, each ranking highly in accessibility and model confidence (Fig. 5C and Supplementary Fig. S8E and F and Supplementary Table S7). Structural models of these four ETMs in complex with the Bdf1 ET domain were well supported and showed conditional interfacial β-sheet formation (Fig. 5D and Supplementary Fig. S9A). Using a yeast two-hybrid system, we tested whether the Bdf1-Taf7 interaction is mediated by the ET domain and ETMs in the Taf7 N-terminal region. We found that the Bdf1 ET domain interacts with Taf7 and that this interaction was abolished either by mutating the ET domain or by substituting basic residues with alanine in all four Taf7 ETMs (Fig. 5E). Based on these results, motif accessibility, and the observation that conditional β-sheet formation correlates with higher model confidence (Supplementary Fig. S9B and C), we defined 770 high-confidence ETMs (AlphaFold RSA ≥ 0.24 and FoldScore = 1) present in 596 nuclear proteins (Supplementary Table S7). This high-confidence ETM-containing set was enriched for proteins previously associated with Bdf1 function (Supplementary Fig. S9D). Taken together, these findings provide a mechanistic basis for Bdf1-dependent recruitment of TFIID, demonstrate that the ET domains of yeast and mammalian BET proteins engage their targets using a conserved mechanism, and support our approach for systematically identifying and characterizing interacting partners of the BET protein ET domain.

### Multiple interactions mediated by the ET domain contribute to gene transcription

To further define the mechanistic basis by which the ET domain regulates transcription, we selected the TFIID subunit Taf7 and several additional regulatory factors for detailed analysis. Specifically, we focused on Bur1/CDK9, Spt6, the PAF1C subunit Rtf1, two conserved mRNA-processing factors (Rat1/XRN2 and Rna14/CSTF3), and Pob3, a subunit of the histone chaperone FACT. Each of these proteins contains at least one high-confidence ETM (Supplementary Fig. S10 and Supplementary Table S7), and all except Pob3 showed decreased chromatin association following Bdf1/2 depletion in our chromatin-MS experiment (Fig. 5A). Notably, both FACT subunits Pob3 and Spt16 were previously identified as putative Bdf1-associated proteins by mass spectrometry [18], and CDK9, FACT, SPT6, PAF1C, XRN2, and CSTF3 have been linked to BET proteins in mammalian cells [5, 13, 22, 69]. However, the mechanistic basis of an association involving BET proteins and any of these factors except CDK9 has not been established.

We first used parallel reaction monitoring mass spectrometry (PRM-MS), a highly quantitative MS method that targets predefined peptides [70], to measure changes in chromatin association of Bur1, FACT, Spt6, PAF1C, Rat1, and Rna14 following Bdf1/2 depletion. Because Rtf1 could not be reliably detected by PRM-MS, we instead quantified changes in Paf1, the major subunit of PAF1C. For all factors tested, we observed an ~50% loss of chromatin association, without a corresponding decrease in total protein levels (Fig. 6A and Supplementary Table S5). Second, we used a yeast two-hybrid system to test interactions between predicted high-confidence ETMs in Bur1, Pob3, and Spt6 (Supplementary Fig. S10 and Supplementary Table S7) and the ET domain of Bdf1. We found that the Bdf1 ET domain interacted with all predicted targets and that, with the exception of one Pob3 ETM, these interactions were abolished by mutation in either the ET domain or the ETMs (Supplementary Fig. S11A). Based on these results, we generated yeast strains stably expressing variants of Taf7, Bur1, Spt6, or Pob3 in which all identified ETMs were mutated by substituting lysine or arginine residues with alanine. All mutant strains exhibited moderate growth defects, indicating the functional importance of the ETMs (Fig. 6B). Next, we applied SLAM-seq to determine whether ETM-mutant strains display alterations in transcriptional programs (Supplementary Table S3). In the case of the Taf7 and Bur1 mutant strains, we observed downregulation of large subsets of genes (Fig. 6C). Conversely, we detected upregulation of many genes in the Pob3 and Spt6 mutant strains (Fig. 6C), suggesting that the interactions between BET proteins and FACT or Spt6 are important for reducing or fine-tuning the transcription of certain genes. Consistent with this interpretation, prior studies reported increased coding transcription of subsets of genes upon impaired FACT or Spt6 function [71–73]. FACT and Spt6 are also known as suppressors of cryptic internal transcription initiation. Thus, it is plausible that impairment of FACT and Spt6 function in the ETM-mutant strains disrupts suppression of cryptic transcription, which our assay would detect as transcription upregulation. Additional work will be required to address these questions. Importantly, across all ETM-mutant strains, the subsets of genes that passed the significance threshold overlapped with genes that are strongly sensitive to Bdf1/2 loss (Supplementary Fig. S11B). In summary, our findings suggest a model in which ET domain-mediated interactions support chromatin occupancy of multiple partner proteins and enable optimal transcription of target genes.

**Figure 6.**
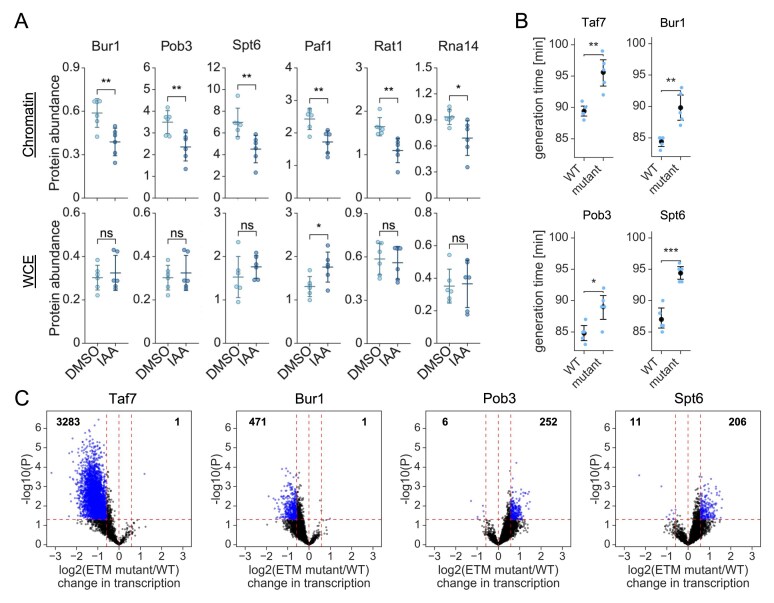
The ET domain modulates transcription by communicating with key regulatory factors. (**A**) Abundance of selected proteins in chromatin-enriched fractions (top panel) or whole cell extract (bottom panel) following Bdf1/2 depletion as determined by parallel reaction monitoring mass spectrometry. Central lines indicate mean protein abundance. Error bars represent standard deviation of the mean (*n* = 6). Results of a Welch’s *t*-test are shown (*P-value <.05, **P-value <.01, ns – not significant). (**B**) Growth assays comparing the fitness of strains expressing variants of indicated proteins carrying targeted ETM mutations to control strains expressing a wild-type variant of the protein from the same genomic locus. Black markers indicate mean generation times. Error bars represent 95% confidence interval (*n* = 5). Results of a Welch’s *t*-test are shown (*P-value <.05, **P-value <.01, ***P-value <.001). (**C**) Volcano plots showing log_2_ change in transcription due to mutation of ETMs in indicated proteins (*n* = 4498). The numbers of genes showing significant upregulation or downregulation are indicated. Thresholds used: fold change = 1.5-fold; *P*-value = .05 (Welch’s *t*-test).

## Discussion

Discovery of specific inhibitors of BET BDs brought the promise of effective treatments for cancer and other diseases. However, the clinical application of BD inhibitors has faced significant challenges due to emerging resistance, cellular heterogeneity, and an incomplete understanding of BET protein biology. In this work, we used a highly versatile yeast model system to define the contributions of all conserved BET protein domains to cell viability, gene transcription, and BET chromatin occupancy. We found that the ET domain, rather than the BDs, constitutes the primary functional module of BET proteins. These results both complement and challenge existing models of BET-mediated transcription, reconcile conflicting observations from prior studies, and suggest new directions for future research.

Many studies have reported BET protein recruitment and function that persist despite BD inhibition [5, 10–12, 22]. Through genetic analysis, we identified five BET protein domains essential for cell viability, including the BDs, the ET domain, and the phosphorylated NPS/CPS regions. Although the requirement for at least one BD and for the NPS/CPS regions was previously established [18, 66], our work is the first to demonstrate that the ET domain is essential for cell survival. Consistent with the viability defects, we found that the ET domain makes major contributions to global transcription and to BET protein recruitment to chromatin, exceeding the contributions of the BDs. In addition, guided by prior studies [23–25], we identified conserved acidic residues required for ET domain function *in vivo*. The ET domain has been proposed as a feasible drug target for modulating aberrant transcription in human disease [17, 28, 29]. Structural information for the ET domain in complex with selected peptide ligands is available, and our data show that the mechanistic basis of ET-mediated interactions is conserved between yeast and mammals. Thus, the yeast model system can serve as a valuable platform to evaluate the ability of small-molecule inhibitors to disrupt ET domain function. Importantly, relative sensitivity of cancer cells to BD inhibition or BET protein degradation differs depending on the tissue of origin and other characteristics, suggesting a possibility of tailored therapeutic approaches [4, 8, 10]. Altogether, our findings provide a framework and rationale for developing approaches to modulate BET protein activity by targeting the ET domain either in place of, or in combination with, BD inhibition.

Other phenotypes we observed for Bdf1 mutants also complement and extend prior studies. Motif B and the BID were shown to facilitate BRD4 dimerization in biochemical assays, and deletion of motif B caused dissociation of BRD2 from chromatin [31, 74]. We observed a significant growth phenotype correlated with changes in Bdf1 recruitment and, to a lesser extent, changes in transcription resulting from deletion of the B/BID regions. Together with prior studies, these findings indicate that BET proteins function as dimers, and future work should address how dimerization modulates BET protein recruitment and activity. For example, an important regulatory layer may arise from the relative ability of BET proteins to form homo- and heterodimers. Phosphorylation of BET proteins in the NPS and CPS regions has been linked with resistance to BD inhibition, interactions with protein partners, and the propensity of BET proteins to dimerize [10, 11, 30, 31]. It was proposed that NPS/CPS phosphorylation may act as a switch that modulates BET protein dimerization and affinity for distinct partners [30, 31]. In contrast, our finding that a phosphomimetic *BDF1* variant supports normal growth and causes only mild changes in transcription and Bdf1 chromatin occupancy suggests that dynamic regulation of BET protein phosphorylation is not required for BET protein function. Moreover, prior work proposed distinct roles for the NPS and CPS regions, with NPS phosphorylation linked to BD activity and CPS phosphorylation suggested to influence ET domain function [10, 30]. We found that mutation or deletion of NPS did not impair BET protein function, mutation or deletion of CPS was detrimental, and simultaneous perturbation of both regions was lethal. Based on these observations, we propose that phosphorylation of the NPS and CPS regions supports the same functional role or roles of BET proteins. Nevertheless, the biological significance of BET protein phosphorylation remains unresolved and warrants further investigation.

Two recent studies provided mechanistic explanations for BD-independent functions of mammalian BET proteins in transcription [5, 22]. Zheng *et al*. [5] demonstrated that the C-terminal fragment specific to the long isoform of BRD4 can independently promote the release of paused RNA polymerase II (Pol II) through interaction with CDK9/CCNT1 (the P-TEFb complex) and can rescue transcription of a subset of genes following depletion of endogenous BRD4. Yeast lack an equivalent of the long BRD4 isoform, and transcription in yeast does not involve a regulated Pol II pause-and-release mechanism. Our experiments demonstrated that the Bdf1 ET domain interacts with the CDK9 homolog Bur1, and that mutation of Bur1 ETMs impairs cell growth and transcription of a subset of genes. As additional validation, we previously reported defects in Pol II processivity at many of the same genes following Bdf1/2 depletion [2]. Taken together, these observations support a conserved association between BET proteins and Bur1/CDK9 in yeast and mammals, even though the mechanistic basis of the interaction differs. In yeast, the roles of BET proteins in transcription initiation and elongation are mediated primarily by a single Bdf1 isoform and likely by the same functional domain, the ET domain. In mammalian cells, evolutionary acquisition of the long BRD4 isoform may reflect the need to separate BRD4 functions in transcription elongation from other activities also mediated by the short BRD4 isoform, which may be shared with BRD2 and BRD3 [14, 17, 23]. Why such functional separation became advantageous in the context of more complex gene regulatory networks remains an important question for future investigation.

Zhang *et al*. [22] reported that BRD4 activates transcription at estrogen receptor binding sites through BD-independent associations with SPT5, SPT6, and PAF1C. Consistent with this finding, we observed that Bdf1/2 depletion reduces chromatin association of Spt6 and PAF1C. Spt5, Spt6, and PAF1C subunits each contain high-confidence ETMs, and mutation of Spt6 ETMs resulted in growth defects and dysregulated transcription at many Bdf1/2-dependent genes. Zhang *et al*. [22] also showed that association with the transcriptional coactivator Mediator contributes to BD-independent BRD4 recruitment. Importantly, the mechanistic basis of the established association between BET proteins and Mediator remains unresolved. Because several Mediator subunits are present in our high-confidence ETM list, it is plausible that BET proteins directly interact with Mediator via the ET domain. Finally, although Bdf1/2 depletion modestly reduces Mediator chromatin occupancy [2], Bdf1 chromatin association may also be regulated by interactions with Mediator, consistent with the substantial loss of Bdf1 chromatin occupancy observed upon ET domain mutation.

In summary, we provided evidence that the ET domain has a critical role in transcription by serving as a hub for interactions with multiple protein partners, including the transcription coactivator TFIID, Bur1/CDK9, and the histone chaperones Spt6 and FACT. Our analysis indicates that the repertoire of direct ET domain interactors is likely substantially larger. The experimental framework described here can be applied to identify and functionally characterize ET domain interactions with additional transcription regulators in both yeast and mammalian cells. We propose that multiple protein–protein interactions mediated by the ET domain facilitate recruitment of diverse components of the transcription machinery, as well as recruitment of BET proteins themselves. Importantly, this model is consistent with current views of transcription regulation based on the formation of transcriptional condensates through transient interactions among multivalent proteins and with the propensity of BET proteins to promote condensate formation at gene regulatory elements [75, 76].

Despite fundamental and clinical relevance, many aspects of the biology of BET proteins remain poorly understood. We revealed critical roles of the BET protein ET domain in sustaining global transcription and facilitating BET protein recruitment to chromatin. Our findings provide a new mechanistic explanation for the failure of BD inhibitors to abolish BET protein chromatin occupancy and function in clinical settings and suggest directions for future investigations toward a comprehensive model of the complex roles of BET proteins in transcription regulation.

### Limitations of the study

First, the experiments described in this study were carried out under optimal growth conditions (rich medium, 30°C). As such, it remains to be determined if the contributions of distinct BET protein domains to transcription vary depending on the nutrient availability, stress, or external signaling cues. Second, although prior evidence suggests that Bdf1 is the primary BET protein in yeast cells [2, 15], we cannot exclude the possibility that Bdf2 plays important and non-redundant roles in transcription that are not addressed by our experiments. For example, Bdf2 may be necessary for gene activation rather than steady-state transcription, analogous to proposed roles for BRD2 and BRD3 in mammalian cells [77]. Consistent with this idea, our recent study identified the *BDF2* promoter as a target of numerous sequence-specific transcription factors; the *BDF2* gene was shown to be regulated by two distinct RNA degradation mechanisms in response to environmental conditions; and Bdf2 was among a small subset of yeast proteins with an unusually short half-life, suggesting dynamic regulation of *BDF2* expression transcriptionally, post-transcriptionally, and post-translationally [78–80]. Finally, there is a possibility that small amounts of endogenous Bdf1/2 remaining after depletion using the AID system may have contributed to confounding effects in our experiments, potentially biasing our interpretation. However, we consider this unlikely, as we observed highly similar results between growth retardation experiments based on Bdf1/2 depletion and *BDF1/2* gene deletion, in which growth was supported by *BDF1* variants expressed from minichromosomal plasmids.

## Supplementary Material

gkag717_Supplemental_Files

## Data Availability

All data are available in the main text or the supplementary materials. SLAM-seq and ChEC-seq datasets have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE313013. Raw datasets from DIA and PRM mass spectrometry experiments have been deposited in the Zenodo repository (https://doi.org/10.5281/zenodo.17966389). Reference genome assemblies and annotations for *S. cerevisiae* strain S288C (version R64-3-1) and *S. pombe* strain 972h- (version ASM294v2) were retrieved from the NCBI Datasets repository (GCF 000146045.2 and GCF 000002945.1, respectively). BED files for *S. cerevisiae* and *S. pombe* used in SLAM-DUNK were retrieved from the Zenodo repository (https://doi.org/10.5281/zenodo.10714018). Initial preprocessing and processing steps for SLAM-seq and ChEC-seq were implemented as a Snakemake workflow and have been deposited in the Zenodo repository (https://doi.org/10.5281/zenodo.16106788 and https://doi.org/10.5281/zenodo.15232549).

# Supplementary material for: The extra-terminal domain drives the role of BET proteins in transcription
**Source:** Nucleic Acids Res. 2026 Jul 16;54(13):gkag717. doi: 10.1093/nar/gkag717
**Supplement:** gkag717_Supplemental_Files

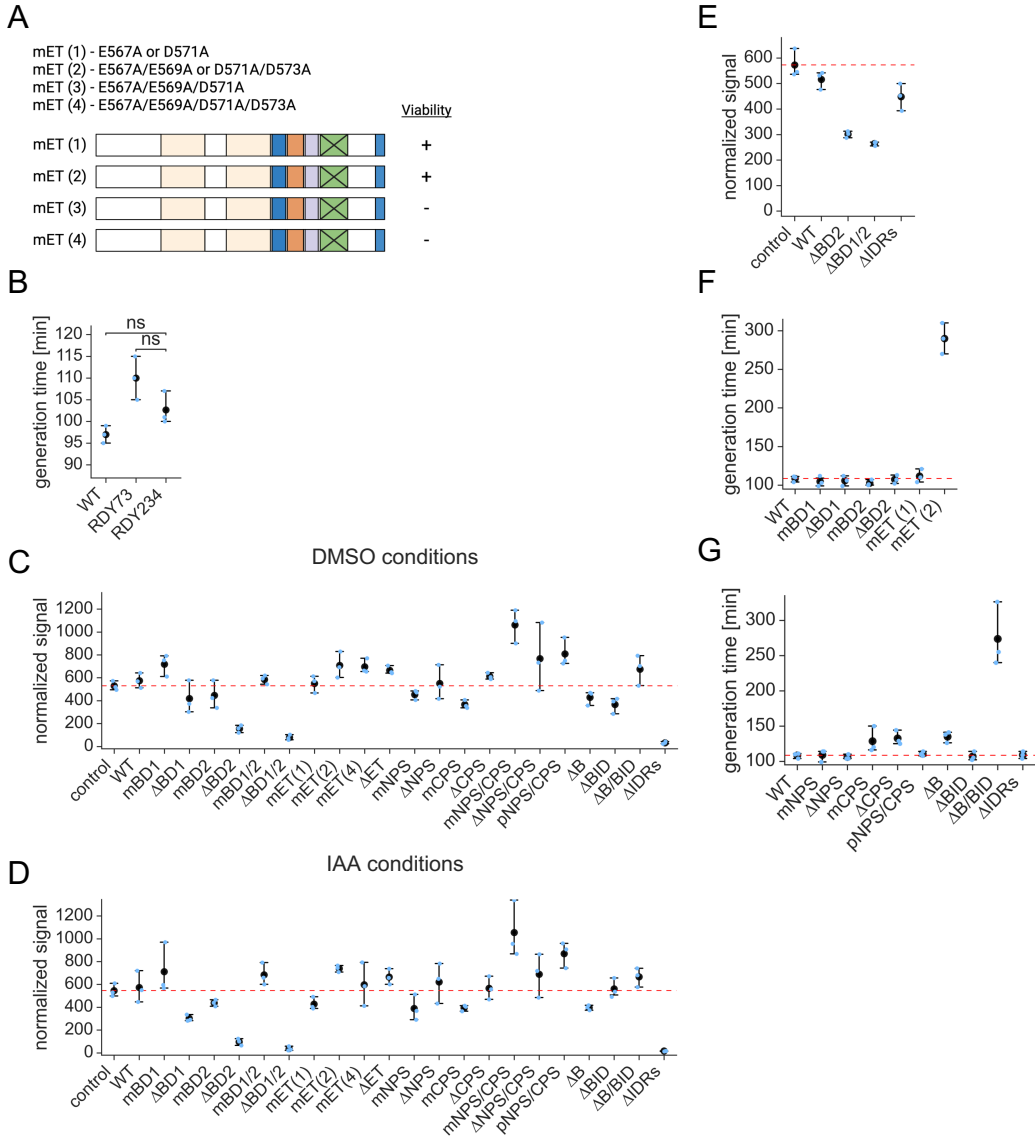

**Fig. S1. At least two conserved acidic residues in the ET domain are required for viability.**

(A) Six Bdf1 variants carrying targeted mutations in the ET domain. Ability to support growth in the absence of endogenous *BDF1/2* is indicated. (B) Growth assay comparing the fitness of a laboratory wild-type strain (BY4705, WT), the RDY73 strain, and an RDY73 derivative expressing additional copy of unmodified *BDF1* from the *TRP1* locus (RDY234). Black markers indicate mean generation times. Error bars represent the 95% confidence interval ( $n = 3$ ). Results of a Welch's t-test are shown (ns – not significant). (C) Western blot analysis of the expression of the indicated *BDF1* variants from the *TRP1* locus of strain RDY73 without depletion of endogenous Bdf1/2 (DMSO conditions). The reference expression level (red dashed line) corresponds to the parental strain BY4705. An anti-Bdf1 antibody was used (a gift from Stephen Buratowski). Fluorescent signal for total protein content (LI-COR total protein stain workflow) was used to normalize target proteins. Black markers indicate mean normalized signal. Error bars represent the 95% confidence interval ( $n = 3$ ). (D) Same as (C) but with depletion of endogenous Bdf1/2 (IAA conditions) ( $n = 3$ ). (E) Western blot analysis of the expression of the indicated *BDF1* variants carrying 3xFLAG epitope. *BDF1* variants were expressed from the *TRP1* locus of strain RDY73 without depletion of endogenous Bdf1/2. The

reference expression level (red dashed line) corresponds to the control strain expressing Bdf1-3xFLAG from the endogenous locus. An anti-FLAG antibody (Sigma, F3165) was used. Fluorescent signal for total protein content (LI-COR total protein stain workflow) was used to normalize target proteins. Black markers indicate mean normalized signal. Error bars represent the 95% confidence interval ( $n = 3$ ). **(F-G)** Growth assays comparing the fitness of a control strain expressing unmodified *BDF1* (WT) to strains expressing *BDF1* variants after 15 h exposure to IAA (long-term loss of endogenous Bdf1/2). Black markers indicate mean generation time. Error bars represent 95% confidence intervals ( $n = 3$ ).

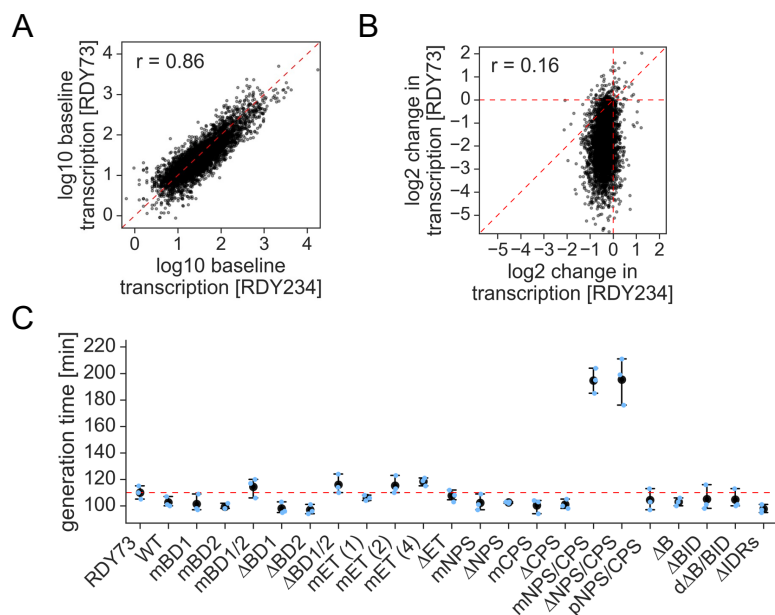

**Fig. S2. Additional copy of *BDF1* is well tolerated by yeast cells.** (A) Comparison of baseline transcription (log10) in strains RDY73 (Bdf1/2-AID) and its derivative expressing an additional copy of unmodified *BDF1* from the *TRP1* locus (RDY234). Pearson correlation coefficient ( $r$ ) is shown ( $n = 4,836$ ). (B) Log2 changes in transcription measured by SLAM-seq after depleting endogenous Bdf1/2 for 25 min in strains RDY73 and RDY234. Pearson correlation coefficient ( $r$ ) is shown ( $n = 4,836$ ). (C) Growth assay comparing the fitness of strains expressing unmodified Bdf1 (WT) or the indicated Bdf1 variants to the parental strain RDY73 in the presence of endogenous Bdf1/2 (no IAA treatment). Black markers indicate mean generation time. Error bars correspond to 95% confidence interval ( $n = 3$ ).

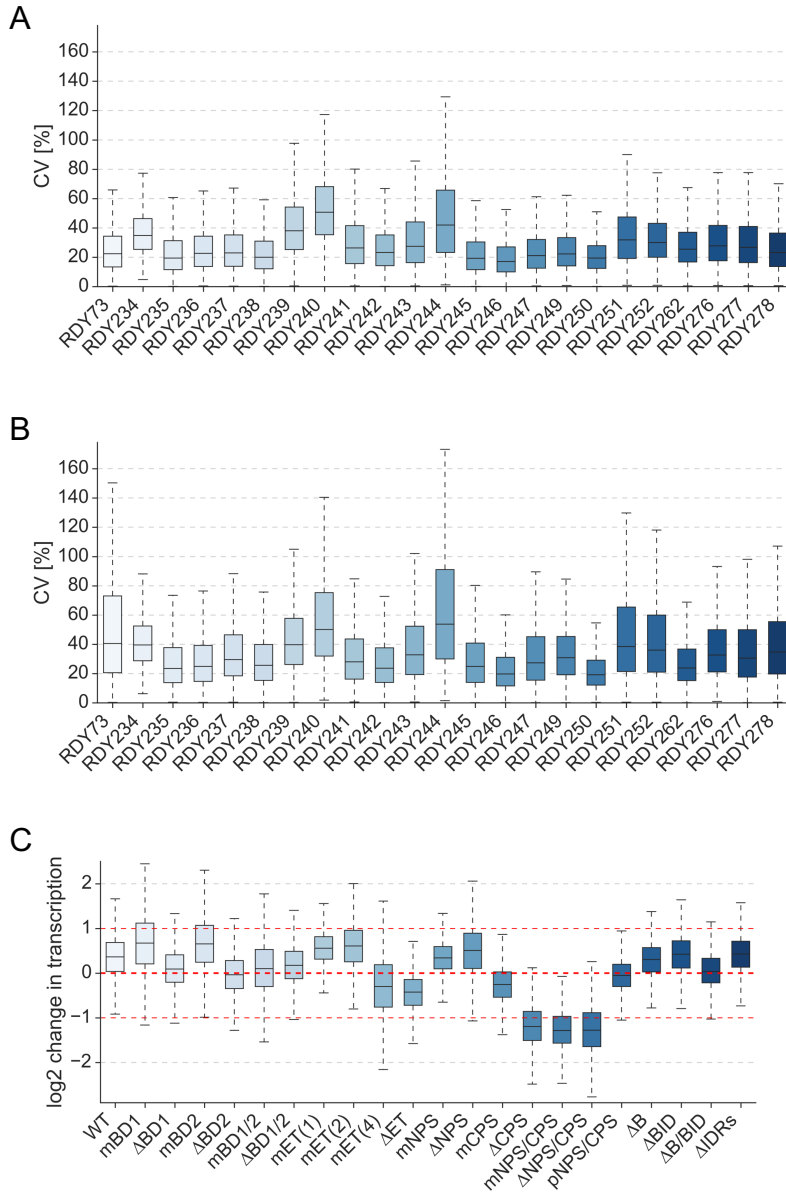

**Fig. S3. SLAM-seq accurately captures rapid changes in transcription resulting from targeted mutations in BET protein domains. (A)** Coefficient of variation (CV) for the indicated SLAM-seq experiments under DMSO conditions. CV values were calculated for each gene based on normalized read counts from replicate experiments (**Table S3**) ( $n = 4,836$ ). **(B)** Coefficient of variation (CV) for the indicated SLAM-seq experiments under IAA conditions. CV values were calculated for each gene based on normalized read counts from replicate experiments (**Table S3**) ( $n = 4,836$ ). **(C)** Log<sub>2</sub> changes in transcription due to *BDF1* mutations without depletion of endogenous Bdf1/2 ( $n = 4,836$ ).

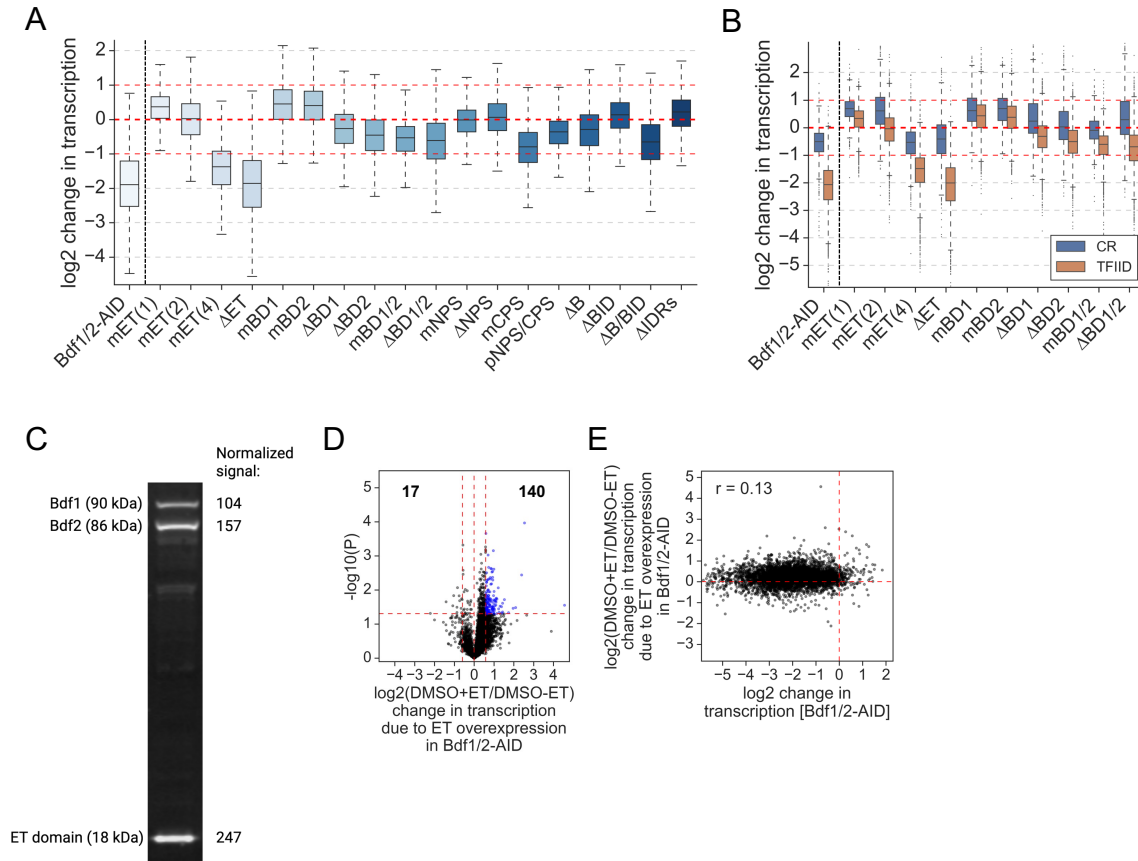

**Fig. S4. The ET domain is the only BET protein domain broadly required for transcription.**

(A) Log2 changes in transcription due to *BDF1* mutations measured by SLAM-seq after depleting endogenous Bdf1/2 for 25 min ( $n = 4,836$ ). Results of depletion of Bdf1/2 in the absence of an additional copy of *BDF1* are shown in the first column from the left. (B) Log2 changes in transcription due to *BDF1* mutations measured by SLAM-seq after depleting endogenous Bdf1/2 for 25 min. Genes are divided into previously defined major yeast gene classes (CR – coactivator-redundant, TFIID – TFIID-dependent) (68) ( $n = 4,560$ ). (C) Western blot analysis of the ET domain overexpression in the RDY73 derivative strain RDY388. An anti-V5 antibody was used to detect target proteins. Fluorescent signal for total protein content (LI-COR total protein stain workflow) was used to normalize target proteins. A ~13-fold ET domain overexpression compared to Bdf1 was observed after correcting for the size difference. A representative image of three biological replicates is shown. (D) Volcano plot comparing transcriptional changes due to ET domain overexpression (log2 scale) in the presence of endogenous Bdf1/2 with the associated  $p$ -value. Thresholds used: fold change – 1.5-fold,  $p$ -value – 0.05 (Welch's  $t$ -test). (E) Comparison of transcriptional changes due to ET domain overexpression in the presence of endogenous Bdf1/2 (y-axis) with gene dependence on Bdf1/2 (x-axis). Pearson correlation coefficient ( $r$ ) is shown.

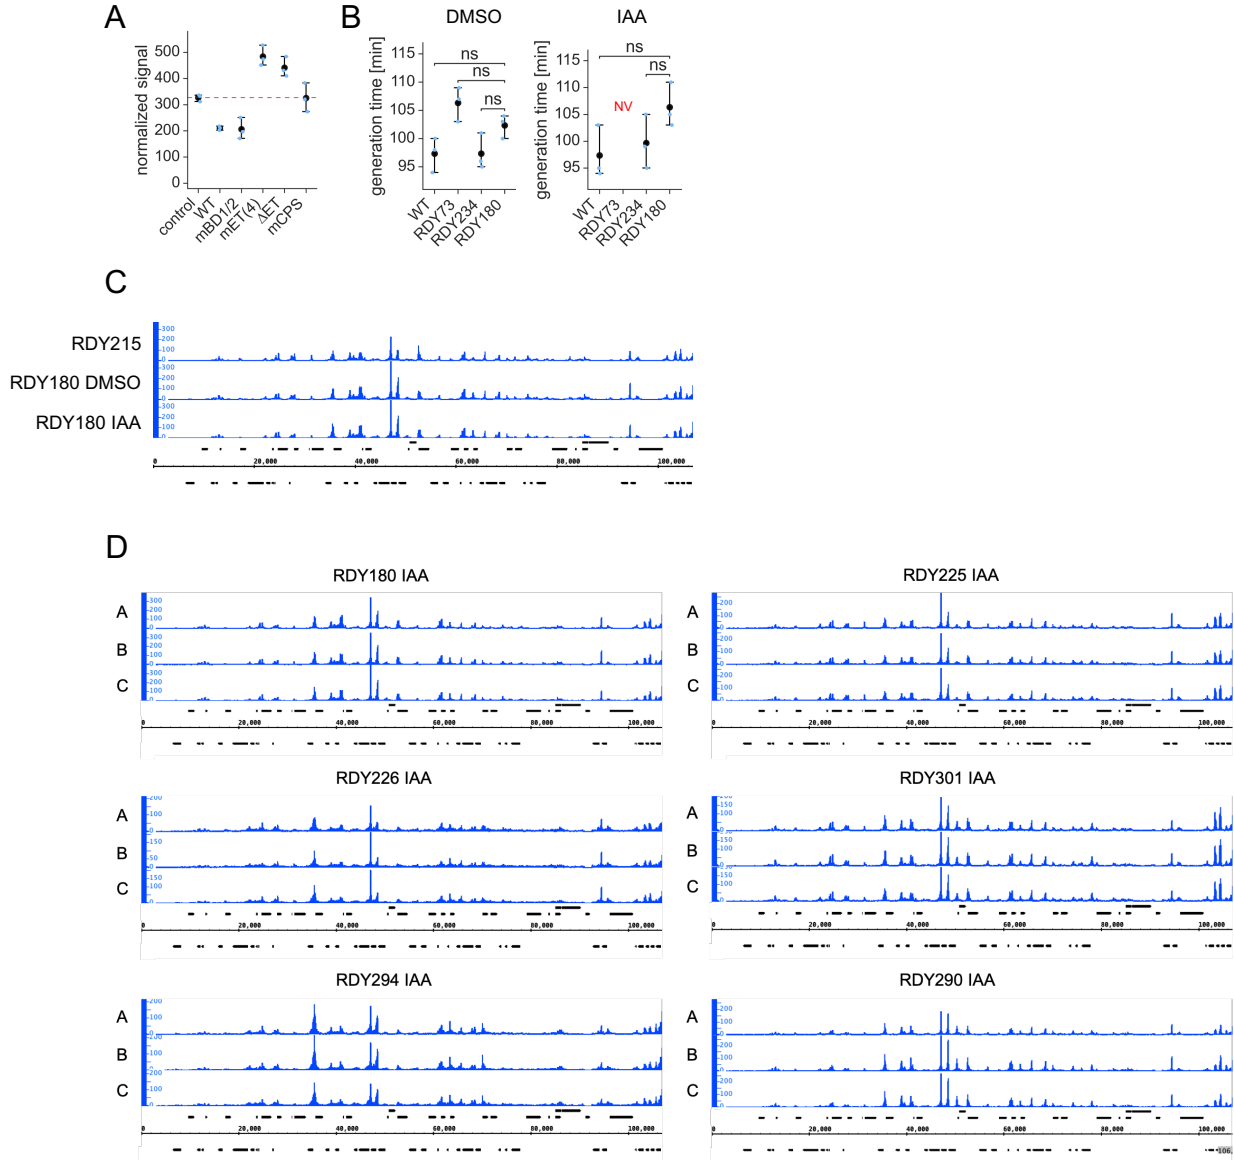

**Fig. S5. ChEC-seq allows reproducible mapping of chromatin occupancy for ectopically expressed *Bdf1* variants.** (A) Western blot analysis of the expression of the indicated *BDF1-MNase* fusion variants. *BDF1-MNase* variants were expressed from the *TRP1* locus of strain RDY73 without depletion of endogenous *Bdf1/2*. The reference expression level (red dashed line) corresponds to the control strain expressing unmodified *Bdf1* from the endogenous locus. An anti-*Bdf1* antibody was used (a gift from Stephen Buratowski). Fluorescent signal for total protein content (LI-COR total protein stain workflow) was used to normalize target proteins. Black markers indicate mean normalized signal. Error bars represent the 95% confidence interval ( $n = 3$ ). (B) Growth assay comparing the fitness of a laboratory wild-type strain (BY4705, WT), the RDY73 strain, the RDY234 strain (unmodified *BDF1* expressed from the *TRP1* locus) and a RDY73 derivative strain expressing a *BDF1-MNase* fusion protein from the *TRP1* locus (RDY180). The data were collected with (IAA) or without (DMSO) depletion of endogenous *Bdf1/2*, as indicated. Black markers indicate mean generation time. Error bars correspond to the 95% confidence interval ( $n = 3$ ). Results of a Welch's t-test are shown (ns – not significant). NV indicates an inviable strain (RDY73 in IAA conditions). (C) Genome browser

snapshot comparing a binding pattern of ectopically expressed Bdf1 in strain RDY180 in the presence (DMSO) or absence (IAA) of endogenous Bdf1/2 to that of the reference strain RDY215. Data for the first 100,000 bases of chromosome III is shown. **(D)** Comparison of ChEC-seq data for individual replicate experiments for selected strains. Data for the first 100,000 bases of chromosome III is shown.

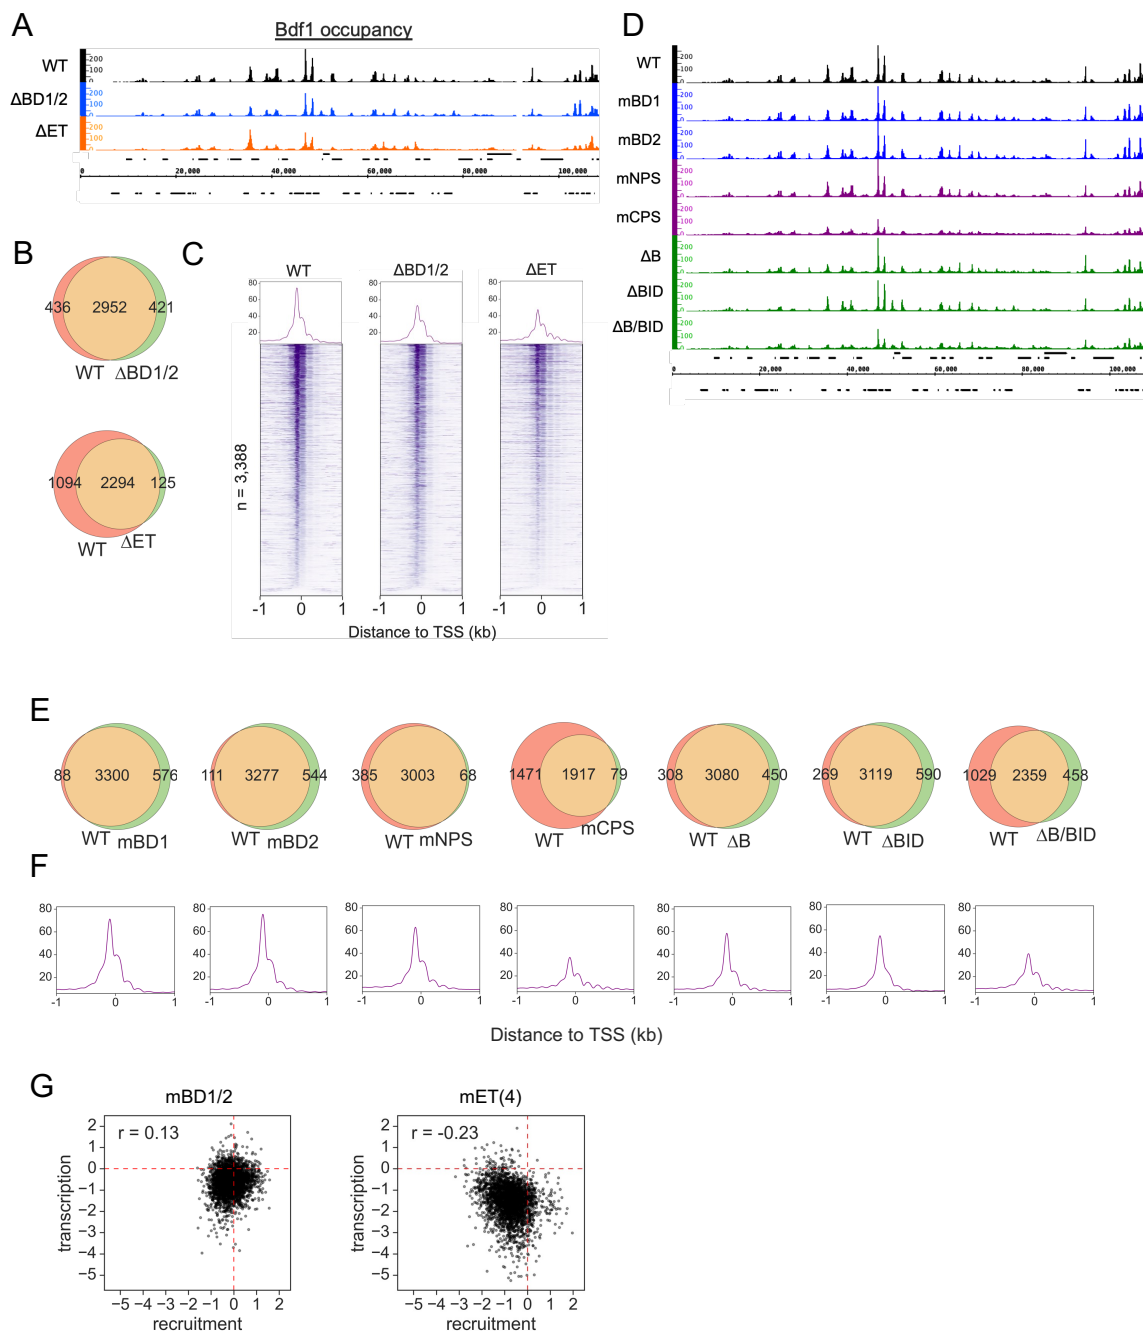

**Fig. S6. CPS and B/BID regions are important for Bdf1 chromatin occupancy.** (A) Genome browser snapshot showing the binding pattern of unmodified Bdf1 (WT) and Bdf1 variants with deletions of the BDs or the ET domain as determined by ChEC-seq. Data for the first 100,000 bases of chromosome III is shown. (B) Overlap of Bdf1-bound promoters for the indicated ChEC-seq experiments. (C) Occupancy of unmodified Bdf1 and Bdf1 variants with mutations in the BDs or the ET domain around the transcription start sites (TSS) of 3,388 genes whose promoters are bound by unmodified Bdf1. Genes are sorted by the TSS signal ( $\pm 200$  bp) in the WT experiment. (D) Genome browser snapshot showing binding pattern of unmodified Bdf1 (WT) and the indicated Bdf1 variants as determined by ChEC-seq. Data for the first 100,000 bases of chromosome III is shown. (E) Overlap of Bdf1-bound promoters for the indicated

experiments. **(F)** Average occupancy of the indicated Bdf1 variants around the transcription start sites (TSS) of 3,388 genes whose promoters are bound by unmodified Bdf1. **(G)** Comparison of changes in Bdf1 promoter occupancy due to mutations in the BDs or the ET domain and corresponding changes in transcription. Pearson correlation coefficient ( $r$ ) is shown.

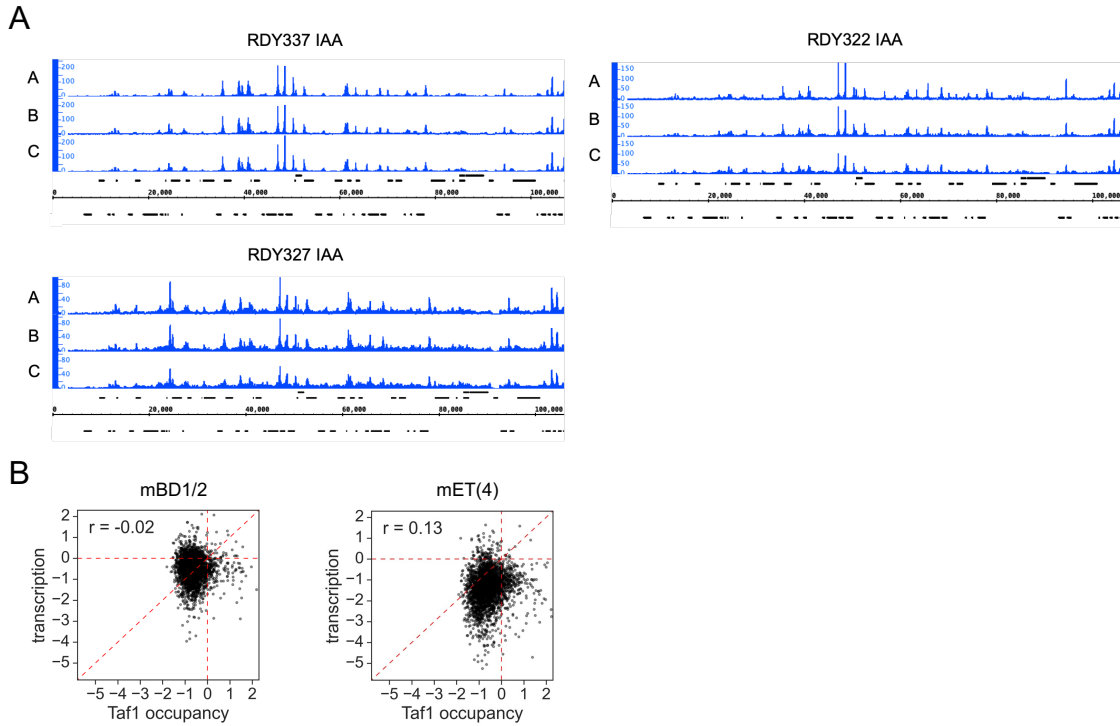

**Fig. S7. The ET domain facilitates recruitment of TFIID to promoters. (A)** Comparison of ChEC-seq data for individual replicate experiments. Data for the first 100,000 bases of chromosome III is shown. **(B)** Comparison of changes in Taf1 promoter occupancy due to mutations in the BDs or the ET domain and corresponding changes in transcription. Pearson correlation coefficient ( $r$ ) is shown.

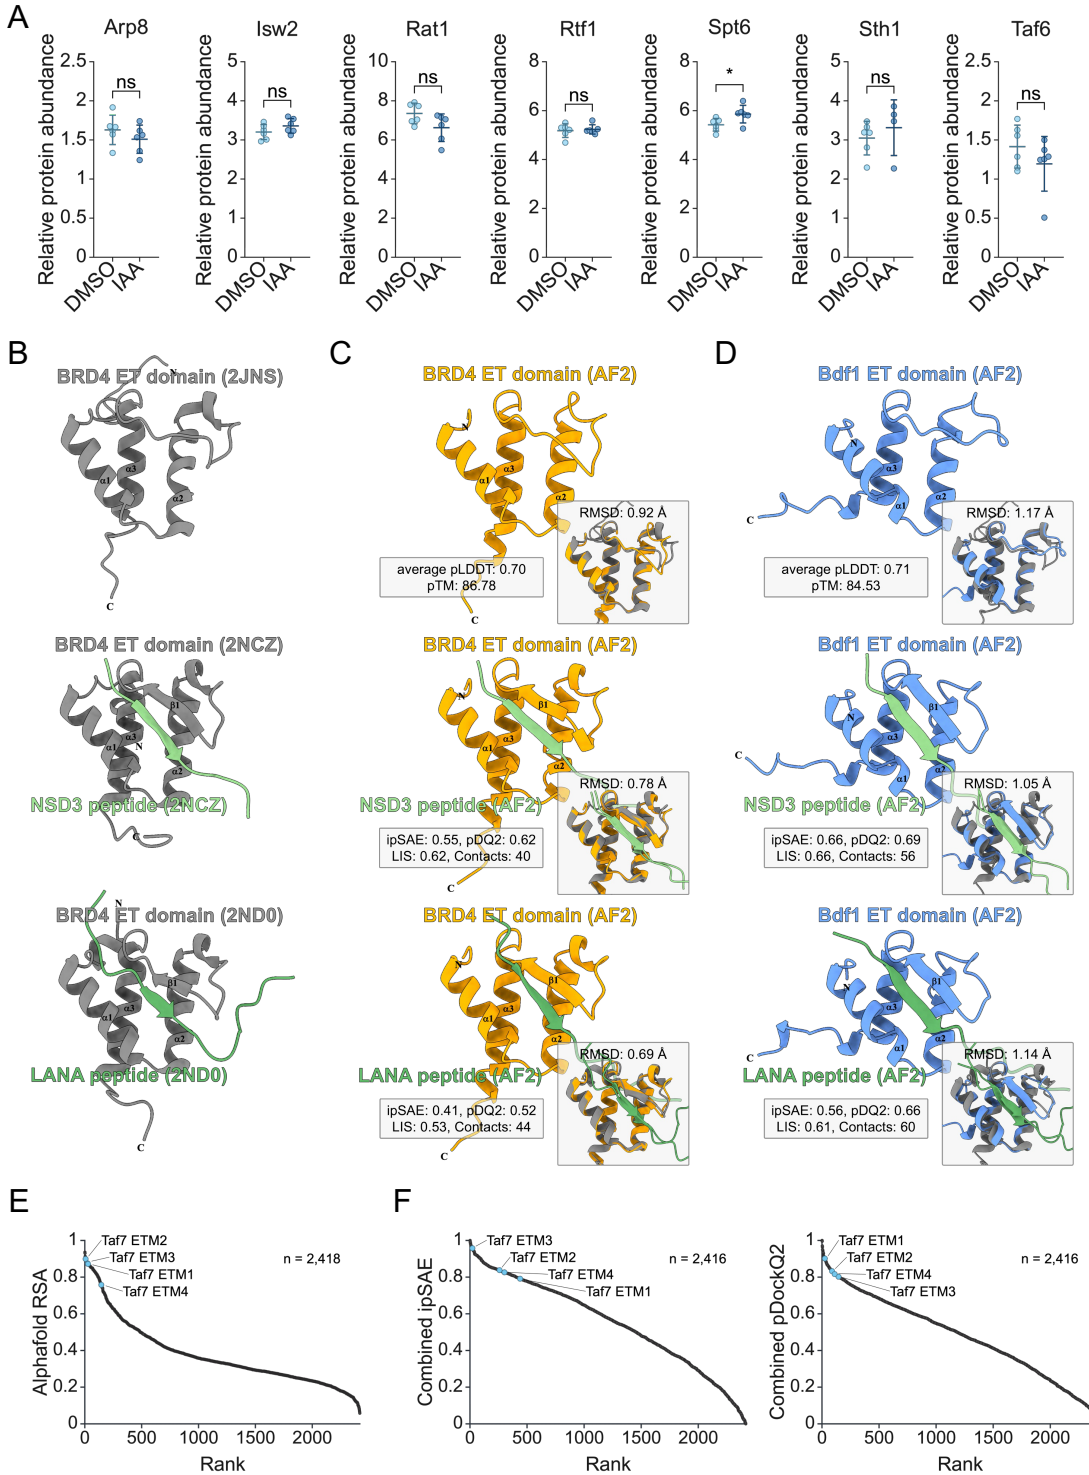

**Fig. S8. Protein levels are largely stable in whole cell extract following acute depletion of Bdf1/2, and structural predictions for the BRD4 or Bdf1 ET domains in association with ETMs are highly similar to experimental structures. (A)** Relative protein abundance in whole cell extract for selected proteins following Bdf1/2 depletion for 25 min as determined by chromatin mass spectrometry. Selected proteins are highlighted in **Fig 5A**. Taf2 and Rsc2 were

not detected in whole cell extracts. Central lines indicate mean relative protein abundance. Error bars correspond to standard deviation of the mean ( $n = 6$ ). Results of a Welch's t-test are shown (\* –  $p$ -value < 0.05, ns – not significant). **(B)** Previously determined experimental structures for the mouse BRD4 ET domain alone (PDB: 2JNS; (81)) (top panel) or the human BRD4 ET domain in association with characterized ETMs from NSD3 (PDB: 2NCZ (24)) (middle panel) or LANA (PDB: 2ND0 (24)) (bottom panel). **(C)** AlphaFold2 (AF2) predicted structures for the human BRD4 ET domain alone (top panel) or in association with ETMs from NSD3 (middle panel) or LANA (bottom panel). Confidence metrics (ipSAE, pDockQ2, and LIS) and the number of interfacial contacts supporting structural predictions are shown. Insets compare predicted and experimental structures with corresponding RMSD values. **(D)** AlphaFold2 (AF2) predicted structures for the Bdf1 ET domain alone (top panel) or in association with ETMs from NSD3 (middle panel) or LANA (bottom panel). Confidence metrics (ipSAE, pDockQ2, and LIS) and the number of interfacial contacts supporting the structural predictions are shown. Insets show comparisons between predicted and experimental structures and RMSD supporting the comparisons. **(E)** Scatter plot comparing AlphaFold RSA scores and rank order for ETMs in nuclear proteins ( $n = 2,418$ ). Four putative ETMs in the Bdf1-interaction region of Taf7 are shown in blue. **(F)** Scatter plots comparing Combined ipSAE scores (left panel) or Combined pDockQ2 scores (right panel) and rank order for structural predictions of the Bdf1 ET domain in association with ETMs in nuclear proteins ( $n = 2,416$ ). Predicted structures involving four putative ETMs in the Bdf1-interaction region of Taf7 are shown in blue in both panels.

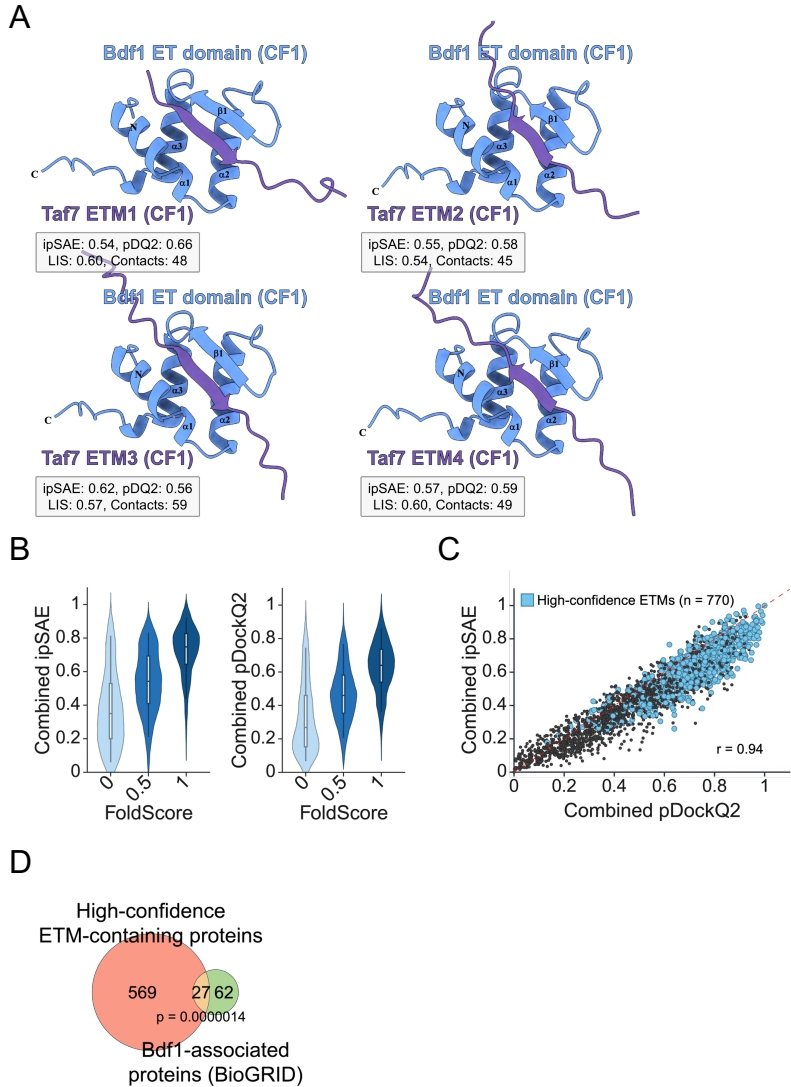

**Fig. S9. High-confidence ETMs are correlated with conditional interfacial  $\beta$ -sheet establishment, and proteins carrying these ETMs are enriched for functions related to transcription regulation and reported association with Bdf1.** (A) ColabFold (CF1) predicted structures for the Bdf1 ET domain in association with four putative ETMs in the Bdf1-interaction region of Taf7. Confidence metrics (ipSAE, pDockQ2, and LIS) and the number of interfacial contacts supporting structural predictions are shown. (B) Violin plots comparing Combined ipSAE scores (left panel) or Combined pDockQ2 scores (right panel) and FoldScore for structural predictions of the Bdf1 ET domain in association ETMs in nuclear proteins ( $n = 2,416$ ). (C) Scatter plot comparing Combined ipSAE scores and Combined pDockQ2 scores for structural predictions of the Bdf1 ET domain in association with ETMs in nuclear proteins ( $n = 2,416$ ). Structural predictions involving high-confidence ETMs ( $n = 770$ ) are shown in blue. High-confidence ETMs have an AlphaFold RSA  $\geq 0.24$  and a FoldScore = 1. Pearson correlation coefficient ( $r$ ) is shown. (D) Euler plot comparing high-confidence ETM-containing proteins ( $n = 770$ ) and proteins associated with Bdf1. The set of Bdf1-associated proteins was obtained from BioGRID (<https://www.thebiogrid.org>). Proteins with evidence for physical association were selected. Proteins identified in affinity capture RNA experiments or in a high-

throughput Y2H study on coiled-coil domain interactions (82) were excluded. Results of a Fisher's exact test are shown.

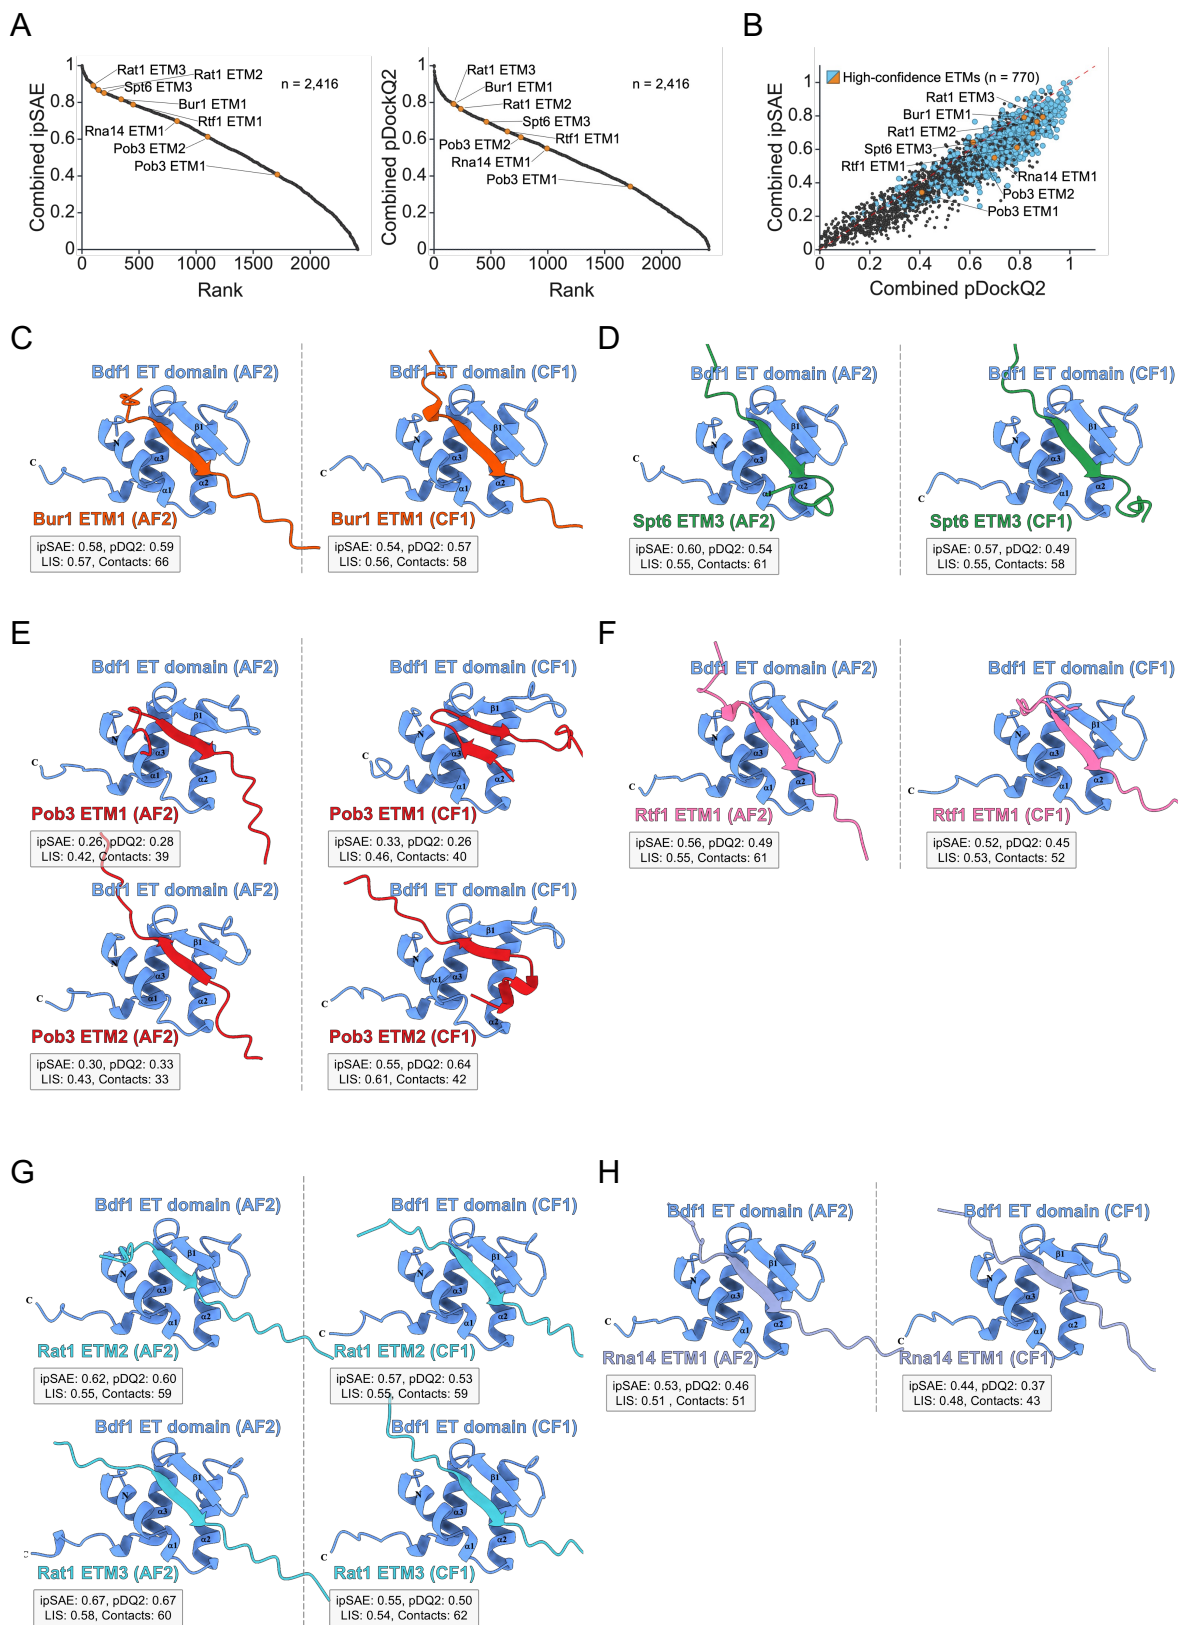

**Fig. S10. Structural modeling supports associations between the Bdf1 ET domain and key factors in transcription regulation.** (A) Scatter plots comparing Combined ipSAE scores (left panel) or Combined pDockQ2 scores (right panel) and rank order for predicted structures of the Bdf1 ET domain in association with ETMs in nuclear proteins ( $n = 2,416$ ). Predicted structures involving high-confidence ETMs in Bur1, Spt6, Pob3, Rtf1, Rat1, or Rna14 are shown in orange in both panels ( $n = 8$ ). (B) Scatter plot comparing Combined ipSAE scores and Combined pDockQ2 scores for structural predictions of the Bdf1 ET domain in association with ETMs in nuclear proteins ( $n = 2,416$ ). Structural predictions involving high-confidence ETMs in Bur1, Spt6, Pob3, Rtf1, Rat1, or Rna14 are shown in orange ( $n = 8$ ). Structural predictions involving the remaining high-confidence ETMs are shown in blue ( $n = 762$ ). (C-H) Predicted structures for the Bdf1 ET domain in association with high-confidence ETMs in Bur1, Spt6, Pob3, Rtf1, Rat1, or Rna14. AlphaFold2 (AF2) and ColabFold (CF1) predicted structures are shown in right and left panels, respectively. Confidence metrics (ipSAE, pDockQ2, and LIS) and the number of interfacial contacts supporting structural predictions are shown.

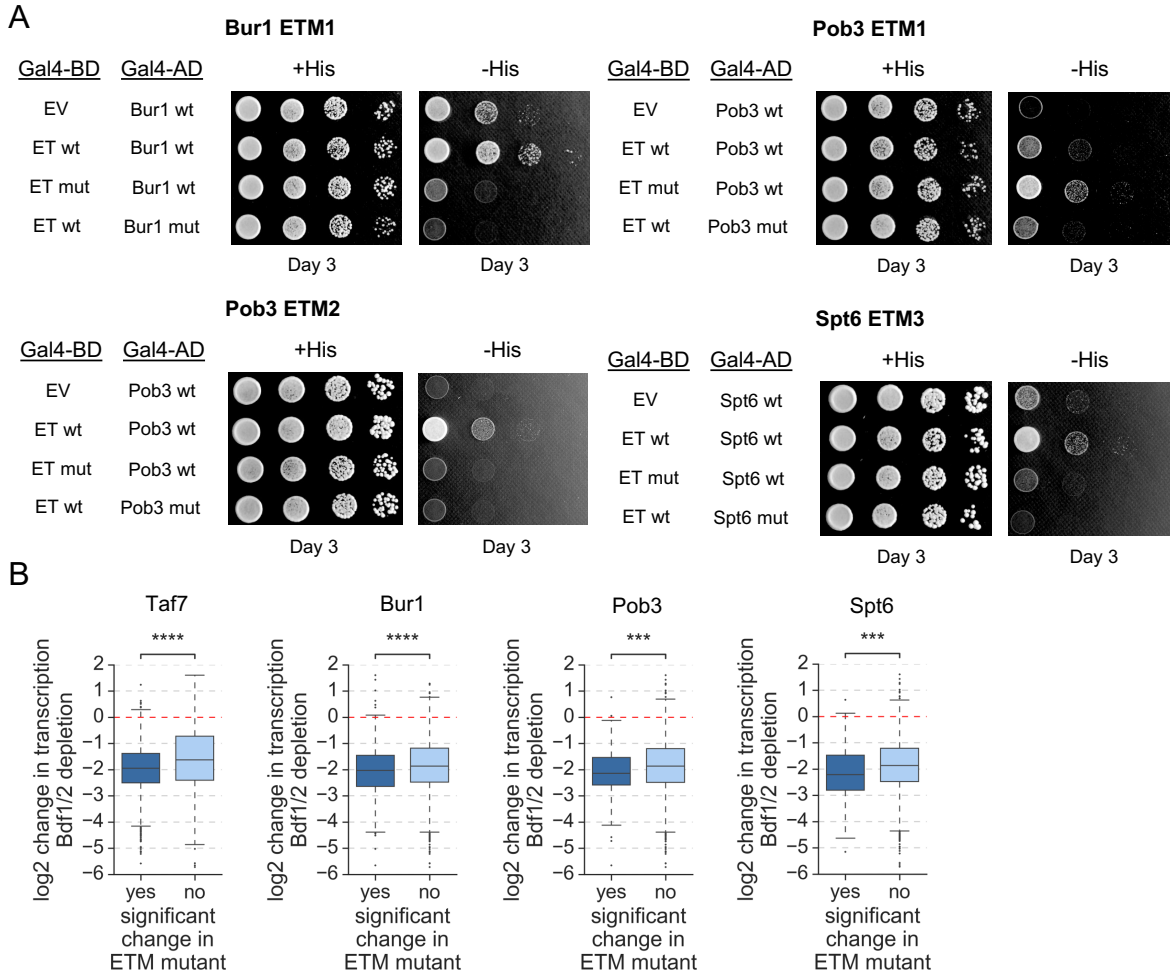

**Fig. S11. The loss of interactions between the Bdf1 ET domain and ETMs in Bur1, Pob3, and Spt6 contributes to the overall defects observed with Bdf1/2 depletion. (A)** Yeast two-hybrid analysis of interactions between the Bdf1 ET domain and high-confidence ETMs in Bur1, Pob3, and Spt6. Plasmids expressing the Bdf1 ET domain (WT or mut), fragments of Bur1, Pob3, or Spt6 that cover the indicated ETMs (WT or mut), or an empty vector (EV) were co-transformed into the host strain. Cells were serially diluted, spotted on the indicated media, and imaged after three days of growth ( $n = 3$ ). ET mut – ET domain with four conserved acidic residues substituted with alanine. Basic residues in all ETM mutants are substituted with alanine. Amino acid coordinates of Bur1, Pob3, and Spt6 peptides used are as follows: Bur1 ETM1 – 2-62, Pob3 ETM1 – 239-383, Pob3 ETM2 – 381-552, Spt6 ETM3 – 1249-1451. **(B)** Log2 changes in transcription following depletion of Bdf1/2 for 25 min. Genes are categorized into two groups based on the statistical significance of the changes observed in relation to ETM mutations in the indicated factors (Taf7, Bur1, Pob3, or Spt6) shown in Fig. 6C. Results of a Welch's t-test are shown (\*\* –  $p$ -value < 0.001, \*\*\*\* –  $p$ -value < 0.0001).

**Supplementary tables associated with this study:**

**Table S1. List of plasmids used in this study.**

**Table S2. List of *S. cerevisiae* strains used in this study.**

**Table S3. Results of SLAM-seq experiments (Figs. 2A-F, 6C, S2, S3, S4A-B, S4D-E and S11B).**

**Table S4. Log2 changes in Bdf1 promoter occupancy due to *BDF1* mutations (Figs. 3 and S6).**

**Table S5. Results of chromatin mass spectrometry experiments (Figs. 5A and S8A).**

**Table S6. Summary of ET-interacting motif (ETM) discovery (Fig. 5B).** A list of 2418 ETMs identified in yeast nuclear proteome is shown in tab D.

**Table S7. Summary of structural predictions and associated analysis (Figs. 5D, S8B-F, S9 and S10).** Lists of high-confidence ETMs and associated proteins are shown in tabs E and F, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

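Newly synthesized RNA was measured by SLAM-seq in 144 libraries of Saccharomyces cerevisiae after 25 min of DMSO or IAA treatment and 4 min of labeling with 4-thiouracil. They cover 23 strains, with 6 replicates of WT (an unmodified additional copy of BDF1) and 3 of every other strain in each treatment. Strain, treatment and replicate were taken from the sample labels, and the variant of each strain from Supplementary Table S2. All libraries could be assigned, and the column names inside the files matched the labels, with 0 exceptions.

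The deposited values are counts per gene, one file per library. As the methods and the file headers state, the authors preprocessed paired-end reads with fastp and bbduk, then aligned, filtered and counted them with SLAM-DUNK on one region per gene that includes the 3′ UTR (R64-3-1 annotation). Each file gives the count of all reads and the count of T>C reads, which have at least 2 T>C conversions, without normalization. The values are whole numbers with a different sum in each library. Of the 6465 gene identifiers, 6462 matched locus tags of the reference annotation, from which gene names were taken, while coordinates are those of the counted regions in the files. Between 4089393 and 21384793 reads were counted per library, and between 34354 and 998627 of them were T>C reads, 0.739% to 5.60% of the reads.

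In the design that was fixed beforehand, T>C reads were normalized by DESeq2's median-of-ratios size factors of the total reads over all libraries, and genes with at least 1 T>C read in all 144 libraries (2751 genes) were kept. Fold changes were fitted with edgeR's quasi-likelihood pipeline on the libraries of the groups compared alone, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The median log2 change over genes was tested by an exact two-sided permutation test on the medians of single libraries, computed from log2 of normalized reads plus 0.5, with p adjusted over the 21 variants. A comparison of 3 libraries with 3 was not tested in this way, as its p cannot be under 0.1. T>C shares were compared in the same way over 7 comparisons. Total reads of Bdf1/2-AID were tested with TMM factors. Fold changes of pairs of comparisons were correlated across genes, with a jackknife standard error over libraries, and for comparisons that share WT libraries unchanged groups were simulated 20 times. Counts of genes are given as percentages of the genes tested. R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 were used.

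Genes named in the text were chosen by a rule set beforehand. They are the genes used to build the strains (BDF1, BDF2, TRP1, URA3 and HIS3), as a check of the labels, and, for Bdf1/2-AID on IAA and for mET(4) and ΔET against WT in IAA, the 2 genes with the largest falls and the 1 with the largest rise among genes past the threshold with a mean of at least 50 normalized T>C reads in the higher group and no overlap between groups. In DMSO, BDF2 had 194 ± 13 CPM in Bdf1/2-AID and 240 ± 84 in WT, URA3 2096 ± 78 and 1244 ± 664, and HIS3 0.149 ± 0.054 and 0.676 ± 0.398 (SD, n = 3 and 6). RPL41A falls outside the rule and was singled out after its values were seen. Endogenous copies and variants of BDF1 share reads, so its reads show the presence of a further copy and not its sequence. Genes with near-identical copies are uncertain, as the counting can divide their reads.

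After the data were seen, a second setting was added. The part of Supplementary Table S3B that could be read, 1456 genes in 49 libraries, holds T>C counts times 10000000 divided by the total reads of the library. This table was available earlier and could have shown it then, but the methods sentence on total read counts had been taken to mean DESeq2's size factors of those counts. The second setting therefore divides by library totals. Its gene filter, at least 1 T>C read in every DMSO library of the 12 strains of Fig. 2A, was found by searching 62 rules for one that gives the number of genes in the paper's Fig. 2A legend, and 1 of them did so. It is not stated to be the rule the authors used. Values of both settings are given side by side.

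Replicate letters are shared between groups, so it was checked whether they pair libraries, by correlating the deviations of same-lettered libraries from their group means. The pairing comes from the letters in the labels alone, since neither the labels nor the paper's text say what a letter marks. For the DMSO and IAA libraries of WT the lowest correlation of the 6 pairs was 0.377, over the limit of 0.1 set beforehand. It was 0.065 within A–C and 0.011 within D–F, so much of the correlation goes with the difference in composition between these sets. Some pairing within the sets stays open, as the T>C share of reads fell from A to C and from D to F in both treatments. For WT on IAA, 11.1% of genes were lower with the letter as a block, against 3.05% with the sets as a block. The lowest correlation in mCPS was 0.106. In no other strain, and for no variant with WT, was every correlation over the limit. The library numbers in the labels fall into 7 runs, which were taken as library sets.

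Alternatives tried were TMM factors of total or T>C reads, no gene filter, a stricter filter with a mean of at least 10 T>C reads (planned for correlations and CVs, added for medians and counts after the data were seen), DESeq2's test, all 46 groups in one fit, the replicate letter as a block, WT A–C or D–F alone, the change within strain, WT in DMSO or the variant's own DMSO as the reference, rank correlations, subtraction of the Poisson variance, and each library left out in turn. The counting of genes past the threshold was repeated for other splits of the libraries, at most 100 per comparison. The fitting was tested on simulated counts with 200 changed genes. Left out were the 3 h depletion, the overexpression, the ETM-mutant strains, the ChEC-seq and the proteomics experiments, for which no files were at hand, and the gene classes of Fig. 2B, whose lists could not be used. Nothing was aligned or counted anew.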

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

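The tests of library batches, of sequencing depth, of abundant genes and of other splits of the libraries were chosen only after the results were seen.

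The response to IAA differed between Bdf1/2-AID and WT in 65 genes in an interaction test. In Bdf1/2-AID, 33 fell further or rose less, and 32 fell less or rose further. Of 100 random splits drawn, 2 gave as many genes, the real one included, so a random grouping of the libraries is argued against. An offset between libraries of different composition that is shared by DMSO and IAA drops out of this test, and the share of genes was larger, not smaller, with WT A–C alone (11.1% and 9.45%) or WT D–F alone (10.1% and 11.0%). The count rests on few libraries of Bdf1/2-AID, since no gene passed without its DMSO replicate A (11.7% and 8.91% of genes at an unadjusted p under 0.05) or C. It also depends on the normalization. With library totals and the DMSO filter, 51.4% of genes fell further or rose less, and 0.124% fell less or rose further. The strains differ by the additional copy of BDF1, which stays open as a biological explanation and was not tested apart from other differences between them.

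ΔCPS, mNPS/CPS and ΔNPS/CPS were left out of further comparisons by the paper, but their IAA libraries are among the deposited data and differed from WT. The median log2 changes against WT in IAA were −1.53 for ΔCPS, −1.77 for mNPS/CPS and −1.81 for ΔNPS/CPS (SD 0.12, 0.49 and 0.18, n = 3 each, exact two-sided permutation p = 0.0119 and adjusted p = 0.0357 for each), and all 3 libraries of each strain lay below every WT library. Without mNPS/CPS replicate B, its change was −2.15, and without replicate A −1.62. With library totals and the DMSO filter, the changes were −1.62, −1.85 and −1.99. A difference between library batches is argued against for ΔCPS and mNPS/CPS, which in DMSO lay below Bdf1/2-AID of the same run of library numbers by −1.3003 and −1.54. For ΔNPS/CPS the batch and the strain cannot be told apart, because its run of library numbers holds 1 strain. The change on IAA in these strains minus that in WT was −0.027, −0.034 and −0.0014, and −0.041, −0.19 and −0.30 with library totals and the DMSO filter, so most of the difference was already there in DMSO. The dominant-negative effect that the paper describes for these strains stays open and was not tested further.

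Total reads, which the paper uses for normalization, changed between DMSO and IAA in 3790 of 5771 genes in Bdf1/2-AID (33.7% lower and 32.0% higher by edgeR with TMM factors). Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one, and 10 splits are too few to decide against a random grouping. Divided by library totals, the reads of the median gene fell by 1.09 on the log2 scale (SD between IAA libraries 0.074, n = 3). A larger share taken by a few abundant genes is argued against as the whole cause. With the 100 most abundant genes left out of the totals, the median change was −0.84, for which no spread between libraries was computed. With library totals in place of TMM factors, 74.8% of genes were lower and 5.58% higher. Sequencing depth is argued against, because the fall of 1.09 was seen although the depths overlap (5960792 to 11307181 reads in DMSO and 6312636 to 11271245 in IAA). RNA decay and the loss of Bdf1/2 itself stay open. The change in total reads and the change in T>C reads had a Spearman rank correlation of 0.77 across 4836 genes, which are not independent replicates. T>C reads are part of the total reads, and both were divided by the same library totals, so part of this correlation is built in.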

How the results depend on the processing

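The alternatives in the paragraphs up to the one on library totals were chosen before the data were examined. A count is given where it moved by more than 1.5 times. A median log2 change is given where it changed sign or crossed the threshold of its exact permutation test, or, in the settings where that test was not run, where it moved by more than the larger SD of the libraries compared. A share is given where it moved by more than that SD, and a correlation where it moved by more than its jackknife standard error over the libraries. In the fixed design, the genes lower and higher at an adjusted p under 0.05, as a share of the genes tested in the setting, made up 3.2% and 2.65% for mET(4), 39.1% and 8.18% for ΔET, 0.0364% and 1.38% for mBD1/2, 4.69% and 9.67% for ΔBD1/2, 2.07% and 16.6% for mET(2), 14.9% and 0.582% for mCPS, 17% and 4.22% for ΔB/BID, 38.8% and 14.2% for Bdf1/2-AID (IAA against DMSO), 0% and 0% (10.6% and 0.109% at an unadjusted p under 0.05) for WT (IAA against DMSO), 91.8% and 0.109% for ΔCPS (DMSO), 88.8% and 0% (89.3% and 0% at an unadjusted p under 0.05) for mNPS/CPS (DMSO), 95.2% and 0% (95.4% and 0% at an unadjusted p under 0.05) for ΔNPS/CPS (DMSO), 1.2% and 1.16% for the interaction of Bdf1/2-AID against WT, 0% and 0% (1.34% and 2.76% at an unadjusted p under 0.05) for the interaction of ΔET against Bdf1/2-AID and 33.7% and 32% for the total reads of Bdf1/2-AID.

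With TMM factors of the total reads in place of median-of-ratios factors, 89 values, single genes included, kept their direction and their side of the threshold. With these factors, the median log2 change against WT in IAA passed the threshold, at −0.42 for ΔB/BID. In the same setting, the median log2 change on IAA moved to −0.67 for Bdf1/2-AID. Kept within the same limits were also the 7 correlations taken by rank, the 9 correlations and shares of variable groups taken on genes with a mean of at least 10 T>C reads, the 2 counts of groups by CV after the Poisson variance was subtracted, and the 2 counts on total reads with DESeq2's size factors. The cause was not tested.

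Without the gene filter, which raised the genes tested from 2751 to between 6129 and 6320, the genes lower and higher made up 2.27% and 1.77% for mET(4), 31.2% and 4.26% for ΔET, 3.75% and 4.7% for ΔBD1/2, 1.74% and 7.36% for mET(2), 10.8% and 0.402% for mCPS, 12.7% and 1.86% for ΔB/BID, 28.6% and 7.25% for Bdf1/2-AID (IAA against DMSO), 66.5% and 0.146% for ΔCPS (DMSO), 61% and 0% (66% and 0.0648% at an unadjusted p under 0.05) for mNPS/CPS (DMSO), 68.7% and 0.0163% for ΔNPS/CPS (DMSO) and 0.142% and 0.0949% for the interaction of Bdf1/2-AID against WT. Under this choice, the median log2 change against WT in IAA passed the threshold, at −0.54 for mET(4), −0.45 for ΔBD2, −0.74 for mCPS and −0.60 for ΔB/BID. There, the median log2 change on IAA moved to −0.81 for Bdf1/2-AID. More genes were tested, which alone allows larger counts. With DESeq2's test in place of edgeR's, the genes lower and higher made up 9.63% and 5.56% for mET(4), 0.436% and 5.12% for mBD1/2, 11.3% and 13.1% for ΔBD1/2, 4.47% and 21.7% for mET(2), 28.8% and 1.24% for mCPS, 27.3% and 7.38% for ΔB/BID, 0.40% and 0.0364% for WT (IAA against DMSO), 83.8% and 0.0364% for ΔCPS (DMSO) and 3.34% and 5.45% for the interaction of Bdf1/2-AID against WT. The cause was not tested.

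With all 46 groups in one fit, which share one estimate of the spread, the genes lower and higher made up 16.6% and 8.14% for mET(4), 50% and 12.7% for ΔET, 0.945% and 10.1% for mBD1/2, 18.9% and 15% for ΔBD1/2, 8.58% and 27% for mET(2), 41% and 3.34% for mCPS, 32% and 9.09% for ΔB/BID and 0% and 0.0364% (17.9% and 0.145% at an unadjusted p under 0.05) for WT (IAA against DMSO). With TMM factors of the T>C reads, which by construction remove any shift shared by all genes, the genes lower and higher made up 1.31% and 7.2% for mET(4), 11.8% and 23.2% for ΔET and 12% and 26.5% for Bdf1/2-AID (IAA against DMSO). The fall shared by most genes is then not seen, so more genes count as higher than as lower.

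With the replicate letter as a block, the genes lower and higher made up 26.2% and 8.62% for mET(4), 2.29% and 6.54% for mBD1/2, 27.8% and 16.9% for ΔBD1/2, 15.6% and 22.9% for mET(2), 39.7% and 4.65% for mCPS, 39% and 12.9% for ΔB/BID, 11.1% and 0.0727% for WT (IAA against DMSO) and 16% and 14.1% for the interaction of Bdf1/2-AID against WT. The letters paired the WT libraries by the rule set beforehand, but not within A–C or within D–F. With the sets A–C and D–F as a block instead, an alternative chosen after the data were seen, the genes lower and higher made up 3.05% and 0.0727% for WT (IAA against DMSO). Of the other strains, the letters paired the DMSO and IAA libraries of mCPS alone by that rule, and they paired no variant with WT. The counts given for the change on IAA in mCPS minus that in WT do not use this pairing, so they may miss differences. In fits of a variant against WT, the letters D to F occur in WT alone, so the block leaves in effect the comparison with WT A–C, and a gene lost or added there says nothing on pairing. The block changed no other count by more than 1.5 times.

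Against WT replicates A–C alone, the genes lower and higher made up 22.4% and 7.42% for mET(4), 2.29% and 6.69% for mBD1/2, 27.2% and 16.6% for ΔBD1/2, 14% and 22% for mET(2), 38.2% and 4.69% for mCPS, 39.3% and 12.8% for ΔB/BID, 0.0727% and 0% (13% and 0.327% at an unadjusted p under 0.05) for WT (IAA against DMSO) and 11.1% and 9.45% for the interaction of Bdf1/2-AID against WT. With it, the correlation across genes moved to 0.64 for Bdf1/2-AID and ΔET, 0.49 for Bdf1/2-AID and ΔBD1/2 and 0.83 for the baseline levels. Against WT replicates D–F alone, the genes lower and higher made up 14.7% and 15.8% for mET(4), 3.63% and 25.3% for mBD1/2, 1.82% and 29.8% for mET(2), 3.34% and 0.40% for mCPS, 15.3% and 7.6% for ΔB/BID and 10.1% and 11% for the interaction of Bdf1/2-AID against WT. In this case, the median log2 change against WT in IAA moved to 0.43 for mET(2), −0.18 for mET(4), 0.67 for mBD1, 0.59 for mBD2, 0.14 for ΔNPS, −1.34 for ΔCPS and −1.62 for ΔNPS/CPS. The correlation across genes moved to 0.41 for Bdf1/2-AID and mET(4), 0.24 for Bdf1/2-AID and mBD1/2 and 0.96 for the baseline levels. The counts for mBD1/2, ΔBD1/2, mET(2), mCPS and ΔB/BID against WT A–C and D–F were added after the data were seen. These fits hold fewer WT libraries, and WT A–C and D–F differ in composition.

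For the change on IAA in a variant minus that in WT, which removes any gap already there in DMSO, the genes lower and higher made up 0% and 0% (3.05% and 4.0% at an unadjusted p under 0.05) for mET(4), 0.0364% and 0% (6.65% and 3.42% at an unadjusted p under 0.05) for ΔET, 0% and 0% (0.727% and 2.83% at an unadjusted p under 0.05) for mBD1/2, 0% and 0% (1.42% and 2.0% at an unadjusted p under 0.05) for ΔBD1/2, 0% and 0% (0.836% and 1.24% at an unadjusted p under 0.05) for mET(2), 0% and 0% (0.727% and 1.09% at an unadjusted p under 0.05) for mCPS and 0% and 0% (1.2% and 2.22% at an unadjusted p under 0.05) for ΔB/BID. In the same setting, the median log2 change against WT in IAA moved to 0.044 for mET(2), −0.024 for mET(4), −0.17 for ΔET, 0.11 for mBD1, 0.15 for mBD2, 0.13 for ΔBD1, 0.088 for ΔBD2, 0.025 for ΔBD1/2, 0.012 for mNPS, 0.085 for mCPS, 0.018 for ΔB, 0.036 for ΔBID, 0.088 for ΔB/BID, 0.10 for ΔIDRs, −0.027 for ΔCPS, −0.034 for mNPS/CPS and −0.0014 for ΔNPS/CPS. Under this choice, the median log2 change against WT in IAA changed sign, to 0.010 for pNPS/CPS. The difference carries the spread of both treatments.

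With the DMSO libraries of the variant as the reference, the correlation across genes moved to 0.77 for Bdf1/2-AID and ΔET and 0.62 for Bdf1/2-AID and ΔBD1/2. With separate WT libraries for the pair of variants, the correlation across genes moved to 0.67 for mET(4) and ΔET. With WT in DMSO as the reference in place of Bdf1/2-AID, the genes lower and higher made up 92.1% and 0.0364% for mNPS/CPS (DMSO) and 94.8% and 0.0727% for ΔNPS/CPS (DMSO). There, the median log2 change against Bdf1/2-AID in DMSO moved to −0.30 for mET(4), −1.48 for ΔCPS and −1.78 for ΔNPS/CPS. On the retained genes alone, the T>C read share moved to 2.83% for Bdf1/2-AID, DMSO, 1.47% for Bdf1/2-AID, IAA and 2.82% for WT, IAA. The cause was not tested.

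All settings in this paragraph and the next were chosen after the data were seen. The paper's Supplementary Table S3B was available earlier and could have shown the division by library totals then. With library totals in place of median-of-ratios factors, the genes lower and higher made up 70.3% and 1.02% for mET(4), 76.7% and 1.2% for ΔET, 0.327% and 0.327% for mBD1/2, 23.5% and 5.38% for ΔBD1/2, 2.87% and 8.62% for mET(2), 26.9% and 0.473% for mCPS, 25.7% and 2.11% for ΔB/BID, 86.2% and 0.436% for Bdf1/2-AID (IAA against DMSO), 86.9% and 0.0727% for ΔNPS/CPS (DMSO), 51.2% and 0.182% for the interaction of Bdf1/2-AID against WT and 74.8% and 5.58% for the total reads of Bdf1/2-AID. With it, the median log2 change against WT in IAA changed sign, to −0.41 for mBD1/2, 0.058 for ΔNPS, 0.18 for ΔBID and 0.21 for ΔIDRs. In this case, the median log2 change against WT in IAA no longer passed the threshold, at −1.65 for ΔET, 0.47 for mBD1, 0.44 for mBD2, −0.34 for pNPS/CPS, −1.58 for ΔCPS, −1.81 for mNPS/CPS and −1.85 for ΔNPS/CPS. The median log2 change against Bdf1/2-AID in DMSO moved to 0.50 for mET(1), 0.57 for mET(2), −0.30 for mET(4), 0.62 for mBD2, 0.15 for ΔBD1/2, 0.29 for mNPS, 0.42 for ΔNPS, −0.086 for pNPS/CPS, 0.30 for ΔB, 0.38 for ΔIDRs, −1.21 for ΔCPS and −1.27 for ΔNPS/CPS. In the same setting, the median log2 change against Bdf1/2-AID in DMSO changed sign, to 0.41 for ΔBID and 0.038 for ΔB/BID. Under this choice, the median log2 change on IAA moved to −1.63 for Bdf1/2-AID. For ΔET, ΔCPS, mNPS/CPS and ΔNPS/CPS, the unadjusted exact p was 0.0119, the smallest that 9 libraries can give, with both kinds of factors. Only the adjustment over the 21 variants changed, so the loss of the threshold says nothing on the size of these changes. Median-of-ratios factors fell to 0.45 times the library total in the IAA libraries of Bdf1/2-AID, 0.52 in those of ΔET and 0.54 in those of mET(4). Dividing by these factors thus removes part of a fall shared by most genes.

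With library totals and the DMSO filter, which kept 4836 genes, the genes lower and higher made up 67.7% and 0.848% for mET(4), 79.2% and 0.972% for ΔET, 0.393% and 0.207% for mBD1/2, 19.9% and 3.68% for ΔBD1/2, 2.36% and 4.96% for mET(2), 23% and 0.289% for mCPS, 22% and 1.41% for ΔB/BID, 85.4% and 0.289% for Bdf1/2-AID (IAA against DMSO), 70.4% and 0.0207% for ΔNPS/CPS (DMSO) and 51.4% and 0.124% for the interaction of Bdf1/2-AID against WT. There, the median log2 change against WT in IAA changed sign, to −0.52 for mBD1/2, 0.059 for ΔNPS, 0.13 for ΔBID and 0.21 for ΔIDRs. With it, the median log2 change against WT in IAA passed the threshold, at −1.35 for mET(4) and −0.63 for ΔB/BID. In this case, the median log2 change against WT in IAA no longer passed the threshold, at 0.44 for mBD1, 0.39 for mBD2 and −0.36 for pNPS/CPS. The median log2 change against Bdf1/2-AID in DMSO moved to 0.55 for mET(1), 0.59 for mET(2), −0.29 for mET(4), 0.66 for mBD1, 0.64 for mBD2, 0.087 for ΔBD1, −0.039 for ΔBD2, 0.11 for mBD1/2, 0.17 for ΔBD1/2, 0.33 for mNPS, 0.48 for ΔNPS, −0.060 for pNPS/CPS, 0.30 for ΔB, 0.42 for ΔIDRs, −1.201 for ΔCPS and −1.27 for ΔNPS/CPS. In the same setting, the median log2 change against Bdf1/2-AID in DMSO changed sign, to 0.41 for ΔBID and 0.035 for ΔB/BID. Under this choice, the median log2 change on IAA moved to −1.87 for Bdf1/2-AID. There, the correlation across genes moved to 0.51 for Bdf1/2-AID and mET(4), 0.59 for Bdf1/2-AID and ΔET and 0.45 for Bdf1/2-AID and ΔBD1/2. With library totals, the DMSO filter and WT A–C alone, the genes lower and higher made up 50.7% and 1.45% for mET(4) and 6.64% and 1.8% for mBD1/2. With it, the median log2 change against WT in IAA moved to −1.16 for mET(4) and −0.33 for mBD1/2. In this case, the correlation across genes moved to 0.54 for Bdf1/2-AID and mET(4). With library totals, the DMSO filter and WT D–F alone, the genes lower and higher made up 88% and 0.93% for ΔET, 34.6% and 3.85% for ΔBD1/2, 4.01% and 5.93% for mET(2), 39.8% and 0.269% for mCPS and 44% and 1.92% for ΔB/BID. The median log2 change against WT in IAA moved to −0.11 for mET(2), −1.93 for ΔET, −0.40 for ΔBD1, −0.58 for ΔBD2, −0.73 for ΔBD1/2, −0.40 for ΔB, −0.76 for ΔB/BID, 0.054 for ΔIDRs, −1.74 for ΔCPS and −2.06 for ΔNPS/CPS. In the same setting, the correlation across genes moved to 0.60 for Bdf1/2-AID and ΔET and 0.45 for Bdf1/2-AID and ΔBD1/2. With library totals and the DMSO filter, for the change on IAA in a variant minus that in WT, the genes lower and higher made up 0.207% and 0% (21.4% and 0.0207% at an unadjusted p under 0.05) for mET(4), 12.9% and 0.0207% for ΔET, 0% and 0% (4.8% and 0.207% at an unadjusted p under 0.05) for mBD1/2, 0% and 0% (7.69% and 0.228% at an unadjusted p under 0.05) for ΔBD1/2, 0% and 0% (3.25% and 0.228% at an unadjusted p under 0.05) for mET(2), 0% and 0% (2.09% and 0.31% at an unadjusted p under 0.05) for mCPS and 0% and 0% (6.1% and 0.269% at an unadjusted p under 0.05) for ΔB/BID. Under this choice, the median log2 change against WT in IAA moved to −0.17 for mET(2), −0.68 for mET(4), 0.16 for mBD1, 0.13 for mBD2, −0.023 for ΔBD2, −0.28 for mBD1/2, −0.37 for ΔBD1/2, −0.015 for mNPS, −0.14 for mCPS, 0.037 for ΔBID, 0.13 for ΔIDRs, −0.041 for ΔCPS, −0.19 for mNPS/CPS and −0.30 for ΔNPS/CPS. There, the median log2 change against WT in IAA changed sign, to 0.059 for pNPS/CPS. The cause was not tested.

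With genes kept at a mean of at least 10 T>C reads in the libraries compared, a filter chosen beforehand for correlations and CVs alone and added for changes after the data were seen, the genes lower and higher made up 0.758% and 0.44% for the interaction of Bdf1/2-AID against WT. With it, the median log2 change against WT in IAA passed the threshold, at −0.52 for ΔB/BID. Of all values under this filter, 92 stayed within the limits given above.

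Across the fits that each left out 1 library, the shares ran from 0.0364% (without mET(4) IAA replicate C) to 3.56% (without WT IAA replicate F) of genes lower for mET(4), from 0.255% (without mET(4) IAA replicate C) to 2.94% (without WT IAA replicate C) of genes higher for mET(4), from 23% (without ΔET IAA replicate A) to 41.6% (without WT IAA replicate F) of genes lower for ΔET, from 4.43% (without ΔET IAA replicate C) to 8.69% (without WT IAA replicate D) of genes higher for ΔET, from 0% (without mBD1/2 IAA replicate A, and 2.11% at an unadjusted p under 0.05) to 0.0364% (without WT IAA replicate C) of genes lower for mBD1/2 and from 0.182% (without mBD1/2 IAA replicate B) to 1.38% (without WT IAA replicate B) of genes higher for mBD1/2. They ran from 0.40% (without ΔBD1/2 IAA replicate C) to 10.3% (without WT IAA replicate F) of genes lower for ΔBD1/2, from 5.49% (without ΔBD1/2 IAA replicate B) to 10.4% (without WT IAA replicate D) of genes higher for ΔBD1/2, from 0.509% (without mET(2) IAA replicate B) to 2.91% (without WT IAA replicate F) of genes lower for mET(2), from 9.74% (without mET(2) IAA replicate A) to 16.5% (without WT IAA replicate A) of genes higher for mET(2), from 0.0364% (without mCPS IAA replicate B) to 24.4% (without WT IAA replicate F) of genes lower for mCPS and from 0.0364% (without mCPS IAA replicate B) to 0.80% (without WT IAA replicate F) of genes higher for mCPS. For the remaining counts that changed, the range was from 0.0727% (without ΔB/BID IAA replicate B) to 25.1% (without WT IAA replicate F) of genes lower for ΔB/BID, from 0.0727% (without ΔB/BID IAA replicate B) to 5.71% (without WT IAA replicate D) of genes higher for ΔB/BID, from 0.0364% (without Bdf1/2-AID DMSO replicate B) to 0.109% (without ΔCPS DMSO replicate A) of genes higher for ΔCPS (DMSO), from 0% (without Bdf1/2-AID DMSO replicate A, and 11.7% at an unadjusted p under 0.05) to 1.49% (without WT IAA replicate A) of genes lower for the interaction of Bdf1/2-AID against WT and from 0% (without Bdf1/2-AID DMSO replicate A, and 8.91% at an unadjusted p under 0.05) to 1.71% (without WT IAA replicate A) of genes higher for the interaction of Bdf1/2-AID against WT. No median log2 change moved by more than the larger SD of its libraries when 1 library was left out. Of these 45 medians, 19 still moved by more than 1.5 times. Against WT in IAA, these were mET(1) (from 0.033 to 0.15), mET(2) (from 0.13 to 0.31), ΔBD1 (from −0.29 to −0.070), mBD1/2 (from 0.067 to 0.17), ΔBD1/2 (from −0.22 to −0.10), ΔNPS (from −0.17 to −0.015) and ΔIDRs (from −0.30 to −0.12). Against Bdf1/2-AID in DMSO, they were WT (from 0.13 to 0.25), mET(1) (from 0.011 to 0.16), mET(4) (from −0.15 to −0.063), ΔET (from −0.46 to −0.18), ΔBD1 (from −0.22 to −0.0076), ΔBD2 (from −0.38 to −0.17), ΔBD1/2 (from −0.017 to 0.091), mNPS (from −0.11 to −0.0023), ΔNPS (from −0.0080 to 0.12), ΔB (from −0.045 to 0.046), ΔBID (from −0.14 to −0.055) and ΔIDRs (from −0.24 to −0.043).

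For the single genes named, 89 of 99 values under the alternatives stayed past the threshold and 10 did not. Of the 42 changes on IAA of single variants recomputed with library totals, 27 moved further from 0.

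Part of the true differences is missed by these tests. Whether the depth of T>C reads sets this limit was not tested, since depth was not varied. On simulated counts with 200 genes changed, 77% were recovered for Bdf1/2-AID on IAA, 63.5% for ΔET against WT, 76.5% for WT on IAA and 38% for the interaction of Bdf1/2-AID against WT, each among 2751 genes. The interaction counts thus miss more true differences of the simulated sizes than the others. Each simulated change was larger than the median change of WT on IAA. The difference between WT A–C and D–F entered only as random spread between libraries. The shares recovered therefore do not apply to changes as small as those of WT. A comparison of 3 libraries with 3 cannot reach an exact permutation p under 0.1.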

Differences from the paper's values

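The settings with library totals were chosen only after the data and the paper's values were seen. The alternatives set before the data were examined are TMM factors, no gene filter, WT replicates A–C or D–F alone, and the change within strain, where they apply. A gap is called closed where the 2 values no longer differ by the rule used to list it, which for log2 changes and correlations is a difference in sign or of more than the larger SD between libraries or the jackknife error, so a small shift across that limit counts as well as a large one. A fold decrease is listed, and its gap not closed, where the value is a rise, or where one value is more than 1.5 times the other and they differ by more than the SD between libraries, with 1.5 times alone deciding for ΔET, mET(4) and Bdf1/2-AID. Values beyond the SD but within 1.5 times are therefore not listed, as for ΔBD1/2, with the paper's 1.5 against 1.11 here (SD 0.13), and for ΔB/BID, with the paper's 1.6 against 1.33 here (SD 0.16).

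The paper's median fold decrease is 3.6 for ΔET, against 1.66 here, 2.6 for mET(4), against 1.29, and 1.4 for mBD1/2, against 0.92, which is a rise. None of the alternatives set before the data were examined closed these gaps. Library totals, chosen after seeing the values, gave 3.14 for ΔET, 2.30 for mET(4) and 1.33 for mBD1/2, and library totals with the DMSO filter, also chosen after seeing the values, gave 3.53, 2.54 and 1.43. With the filter and the WT libraries nearer in composition, chosen after seeing the values, they were 3.82 for ΔET, 2.24 for mET(4) and 1.25 for mBD1/2, and all of these lay within 1.5 times the paper's. With library totals and the DMSO filter, the change within strain, chosen after seeing the values, came within 1.5 times the paper's value for mBD1/2 at 1.22, but not for ΔET or mET(4). For Bdf1/2-AID, the paper's median fold decrease is 3.7, against 1.48 here. Neither TMM factors nor the omission of the gene filter closed this gap, whereas library totals gave 3.09 and library totals with the DMSO filter gave 3.65, both chosen after seeing the values and both within 1.5 times the paper's, although 3.09 lies beyond the SD between libraries (0.21).

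The paper's number of genes is 4836, against 2751 here. Without the gene filter, an alternative set before the data were examined, between 6129 and 6320 genes were tested, depending on the comparison. A mean of at least 10 T>C reads, a filter planned for correlations and CVs, left 4088. Neither gave the paper's number. Of 62 rules on the minimum of T>C reads tried after seeing the values, 1 gave 4836, namely at least 1 T>C read in every DMSO library of the 12 strains of Fig. 2A.

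The paper's r across genes with Bdf1/2-AID is about 0.49 for mET(4) in Fig. 2C, read by eye, against 0.64 here, and about 0.60 for ΔET in Fig. 2C, read by eye, against 0.71. For mET(4), WT D–F alone gave 0.41 and came within the paper's value, whereas ranks, TMM factors, the stricter gene filter, WT A–C alone and the variant's own DMSO as the reference did not. For ΔET, WT A–C alone gave 0.64 and came within the paper's value, whereas ranks, TMM factors, the stricter filter, WT D–F alone and the variant's own DMSO did not. Library totals with the DMSO filter, chosen after seeing the values, gave 0.51 and 0.59, and with the WT libraries nearer in composition, also chosen after seeing the values, 0.54 and 0.60. The paper's r of the baseline levels is about 0.86 in Supplementary Fig. S2A, read by eye, against 0.92 here. Ranks gave 0.89 and WT A–C alone 0.83, both within the paper's value, whereas TMM factors, the stricter filter and WT D–F alone did not, nor did any setting with library totals.

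For median log2 changes against WT in IAA, the paper's value for mET(1) is about 0.35 in Fig. 2A, read by eye, against 0.083 here. WT D–F alone, at 0.19, came only just within the SD between libraries, and TMM factors, no gene filter, WT A–C alone and the change within strain did not. For mET(2), the paper's value is about 0 in Fig. 2A, read by eye, against 0.23 here. No gene filter gave 0.060, WT A–C alone 0.10 and the change within strain 0.044, which closed the gap, while TMM factors and WT D–F alone did not. In Supplementary Fig. S4A, read by eye, the paper's value for mNPS is about 0, against −0.19 here, which WT D–F alone (−0.033) and the change within strain (0.012) closed, and TMM factors, no gene filter and WT A–C alone did not. The paper's value for pNPS/CPS is about −0.35 in Supplementary Fig. S4A, read by eye, against −0.53 here. WT D–F alone (−0.37) closed this gap. TMM factors (−0.51) hardly moved the value, which only just came within the SD of 0.172, and no gene filter, WT A–C alone and the change within strain did not. For ΔBID and ΔIDRs, the paper's values are about 0.15 and about 0.2 in Supplementary Fig. S4A, read by eye, against −0.19 and −0.19 here. The change within strain closed both gaps, at 0.036 and 0.10, and TMM factors, no gene filter, WT A–C alone and WT D–F alone did not.

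Library totals, chosen after seeing the values, closed these gaps at 0.37 for mET(1), 0.11 for mET(2), −0.029 for mNPS, −0.34 for pNPS/CPS, 0.18 for ΔBID and 0.21 for ΔIDRs. With the DMSO filter as well, also chosen after seeing the values, the medians were 0.36, 0.0062, −0.023, −0.36, 0.13 and 0.21, which closed each gap. With the filter and WT D–F alone, chosen after seeing the values, they were 0.19 for mET(1), −0.11 for mET(2), −0.16 for mNPS, −0.48 for pNPS/CPS and 0.054 for ΔIDRs, which came within the SD, for mET(1) and mNPS only just, while ΔBID stayed apart. With the filter and the change within strain, chosen after seeing the values, the gaps of mNPS (−0.015), ΔBID (0.037) and ΔIDRs (0.13) closed and those of mET(1), mET(2) and pNPS/CPS did not.

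For changes against Bdf1/2-AID in DMSO, the paper's values in Supplementary Fig. S3C, read by eye, are about 0.65 for mBD1 and about 0.65 for mBD2, against 0.56 and 0.45 here. No gene filter closed the gap for mBD1, at 0.60, and TMM factors did not. Neither alternative closed it for mBD2. The paper's value for ΔCPS is about −1.2 in Supplementary Fig. S3C, read by eye, against −1.3003 here, which no gene filter (−1.26) closed and TMM factors or WT in DMSO as the reference did not. For ΔNPS/CPS, the paper's value is about −1.3 in Supplementary Fig. S3C, read by eye, against −1.59 here, and TMM factors, no gene filter and WT in DMSO as the reference did not close the gap. The paper's value for mET(4) is about −0.3 in Supplementary Fig. S3C, read by eye, against −0.12 here, which WT in DMSO as the reference (−0.30) closed and TMM factors or no gene filter did not. Library totals, chosen after seeing the values, closed all of these gaps, at 0.62 for mBD1, 0.62 for mBD2, −1.21 for ΔCPS, −1.27 for ΔNPS/CPS and −0.30 for mET(4). With the DMSO filter as well, also chosen after seeing the values, they were 0.66, 0.64, −1.201, −1.27 and −0.29. A filter at a mean of at least 10 T>C reads, applied to the changes after seeing the values, closed the gap of mBD1, at 0.62, and no other gap in a median change.

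The paper names the ET variants as the only ones with a substantial decrease among the strains it kept, and describes the others as smaller. In the fixed design, mCPS (1.53-fold), pNPS/CPS (1.44-fold) and ΔB/BID (1.33-fold) had larger median decreases than mET(4) (1.29-fold). The size factor relative to the library total in IAA was 0.54 ± 0.033 (SD, n = 3) for mET(4). It was 0.92 for mCPS, 1.13 for pNPS/CPS, 0.93 for ΔB/BID, 1.00 for all WT libraries and 0.73 to 0.86 for WT A–C. Size factors thus took away more of the fall in mET(4), so this order depends on the normalization. Against the WT libraries nearer in composition, A–C for mET(4) and D–F for the others, a pairing chosen after seeing the values, the size-factor medians on the log2 scale were −0.46 for mET(4), −0.42 for mCPS, −0.37 for pNPS/CPS and −0.26 for ΔB/BID, so that mET(4) fell the most of these 4. Library totals with the DMSO filter, chosen after seeing the values, gave 2.54-fold for mET(4) and 1.72-fold for mCPS, the largest of these 3. The paper gives a decrease for mBD1/2, whereas the fixed design gave a median log2 change of 0.12, and library totals with the DMSO filter, chosen after seeing the values, gave −0.52.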

Other observations

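The tests of other splits, library batches, sequencing depth, gene length and IAA itself were chosen only after the results were seen.

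Counts of genes past the threshold were recomputed for other splits of the same libraries. For ΔET against WT in IAA, 1 of the 84 splits gave as many genes, which was the real one. For mET(4) and mBD1/2, 3 of 84 splits did, and for ΔBD1/2, mET(2), mCPS and ΔB/BID, 2 of 84 did. These shares argue against a random grouping, but the other splits counted there follow the composition of the WT libraries. WT A–C against the remaining libraries gave 16.7% of genes for mET(4), against 5.85% for the real split. The same split gave 2.84% against 1.42% for mBD1/2, 35.5% against 14.4% for ΔBD1/2, 22.6% against 18.7% for mET(2), 36.5% against 15.5% for mCPS and 41.3% against 21.2% for ΔB/BID. WT D–F against the remaining libraries gave 16.7% for mET(4) and 25.1% for mBD1/2. Within WT of nearer composition, genes lower and higher made up 22.4% and 7.42% for mET(4), 2.29% and 6.69% for mBD1/2, 3.82% and 13.8% for ΔBD1/2, 1.82% and 29.8% for mET(2), 3.34% and 0.40% for mCPS and 15.3% and 7.60% for ΔB/BID. Single libraries decide some of these counts in the comparison with all WT libraries. Genes lower made up 0.0364% for mET(4) without its replicate C, 0.40% for ΔBD1/2 without replicate C, 0.0364% for mCPS without replicate B and 0.0727% for ΔB/BID without replicate B, and genes higher made up 0.182% for mBD1/2 without replicate B and 9.74% for mET(2) without replicate A.

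For Bdf1/2-AID on IAA, and for ΔCPS, mNPS/CPS and ΔNPS/CPS against Bdf1/2-AID in DMSO, 1 of 10 splits gave as many genes, the real one, and 10 splits are too few to decide. For WT on IAA, 100 of 100 drawn splits gave at least the 0 genes of the real split (10.6% lower and 0.109% higher at an unadjusted p under 0.05). With the replicate letter as a block, 1 of the 32 splits that exchange DMSO and IAA within letters gave as many genes, the real one. For the interaction of ΔET against Bdf1/2-AID, 100 of 100 splits gave at least its 0 genes (1.34% and 2.76% at an unadjusted p under 0.05). Every split reaches a count of 0, so the splits decide nothing for this interaction or for WT on IAA without the block.

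The WT libraries fall into a pair of sets by composition. Between WT A–C and D–F, the median absolute log2 difference in total reads over 5869 genes was 0.494 in DMSO and 0.510 in IAA, against 0.0996 between mNPS and WT D–F. Of all strains, mNPS was the nearest to WT D–F. A related measure of distance from WT D–F was 0.104 for mNPS. It was 0.167 (pNPS/CPS) to 0.256 (mCPS) for the other strains of the run nearer to D–F, and 0.582 for ΔET. The differences between WT A–C and D–F in DMSO and IAA had an r of 0.94 across genes. Sequencing depth is argued against, because the difference in IAA was 0.510 although the depths overlap there (6633338 to 9731895 reads in A–C and 5435511 to 7462446 in D–F). A trend with gene length is argued against as the whole cause, because 0.472 was left in DMSO after it was removed. A difference between library batches may account for the sets, as RPL41A, singled out after its values were seen, took at least 8.64% of reads in each library of WT A–C, mET(4) and mBD1/2 and at most 6.10% in each of the others. The library numbers in the labels of WT A–C, mET(4) and mBD1/2 are consecutive, and those of WT D–F lie apart from them in the same run. Neither the labels nor the paper's text say what the numbers mark. The design gives no biological explanation for a difference within WT, so none was tested. The T>C share in IAA was 3.06% ± 0.25 (SD, n = 3) in both sets.

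Several variants were lower than WT already in DMSO, where endogenous Bdf1/2 is present. With library totals and the DMSO filter, mCPS differed from WT D–F by a median log2 of −0.71 (SD 0.37, n = 3), pNPS/CPS from WT D–F by −0.51 (SD 0.030, n = 3, and between WT libraries 0.17), mET(4) from WT A–C by −0.48 (SD 0.20, n = 3, and between WT libraries 0.22), and ΔET from Bdf1/2-AID by −0.43 (SD 0.26, n = 3). In the fixed design, the differences were −0.51 for mCPS (SD 0.30, n = 3), −0.40 for pNPS/CPS (SD 0.067, n = 3, and between WT libraries 0.16), −0.38 for mET(4) (SD 0.063, n = 3, and between WT libraries 0.12) and −0.28 for ΔET (SD 0.28, n = 3), with −0.18 for ΔET without its replicate A. Each of these comparisons is within libraries of the same run of library numbers. For mCPS, pNPS/CPS and mET(4), a difference between library batches is argued against as the whole cause, although 3 libraries against 3 cannot give an exact permutation p under 0.1. For ΔET, a library batch and the variant cannot be told apart, because the difference within the run exceeded the spread in only 1 of the 2 settings. ΔB/BID and ΔBD2 are in runs without WT or Bdf1/2-AID. ΔB/BID differed from all WT libraries in DMSO by −0.46 in the fixed design (exact two-sided permutation p = 0.0119, n = 3 and 6) and by −0.29 with library totals and the DMSO filter (exact two-sided permutation p = 0.143, n = 3 and 6), and ΔBD2 by −0.44 (exact two-sided permutation p = 0.0238, n = 3 and 6) and −0.42 (exact two-sided permutation p = 0.0476, n = 3 and 6). ΔB/BID differed from ΔBID of its run by −0.20 (SD 0.043 and 0.051, n = 3 each) and −0.36 (SD 0.067 and 0.076, n = 3 each) in these settings, which argues against an offset shared by the run as the whole cause, while a part stays open to it. For ΔBD2 a library batch and the variant cannot be told apart, because it differed from ΔBD1 and ΔBD1/2 of its run by −0.23 (exact two-sided permutation p = 0.119, n = 3 and 6) and −0.19 (exact two-sided permutation p = 0.179, n = 3 and 6). An effect of these variants in the presence of endogenous Bdf1/2 stays open and was not tested further.

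T>C reads of mBD1 and mBD2 were higher than in WT in IAA, by a median log2 of 0.47 and 0.40. In DMSO they were higher as well in the fixed design, by 0.35 (exact two-sided permutation p = 0.0119, n = 3 and 6) and 0.25 (exact two-sided permutation p = 0.0476, n = 3 and 6). With library totals and the DMSO filter, the differences from WT in DMSO were 0.28 (exact two-sided permutation p = 0.0476) and 0.27 (exact two-sided permutation p = 0.0833). The change on IAA in mBD1 minus that in WT was 0.16 with library totals and the DMSO filter, less than the SD between WT libraries of 0.24. No WT or Bdf1/2-AID library is in the run of library numbers of these strains, which also holds ΔNPS, mET(1) and mET(2). Against these 3 strains in IAA, mBD1 was higher by 0.39 (SD between mBD1 libraries 0.093, n = 3, and between the other libraries 0.19, n = 9, exact two-sided permutation p = 0.0136) and mBD2 by 0.32 (SD 0.081, n = 3, exact two-sided permutation p = 0.0182). The differences with library totals and the DMSO filter were 0.28 (exact two-sided permutation p = 0.0318) and 0.25 (exact two-sided permutation p = 0.0636, SD between the other libraries 0.20, n = 9), but 0.098 and 0.064 against mET(1) alone. In IAA, an offset shared by all strains of the run is thus argued against as the whole cause. In DMSO, the fixed design gave 0.35 for mBD1 (exact two-sided permutation p = 0.0136) and 0.25 for mBD2 (exact two-sided permutation p = 0.0545) against these 3 strains. Library totals with the DMSO filter gave 0.11 (exact two-sided permutation p = 0.173) and 0.089 (exact two-sided permutation p = 0.218), within the SD between the other libraries (0.13, n = 9). For DMSO, such an offset is therefore not argued against. Part of the difference stays open to such an offset, and an effect of the variants stays open and was not tested further.

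T>C reads fell on IAA in 23 of 23 strains, WT included, in both settings. In Bdf1/2-AID, which has no additional copy, the median log2 change minus that in WT was −0.31 in the fixed design and −1.49 with library totals and the DMSO filter, against a largest SD between libraries of 0.18 and 0.24, so an effect of IAA itself is argued against as the whole cause there. In WT, an effect of IAA itself and an incomplete replacement of endogenous Bdf1/2 by the additional copy cannot be told apart, because 0 strains without AID tags are among the libraries at hand. The fall in the strains with a variant was not tested in this way.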
